# Copper Availability Influences the Transcriptomic Response of *Candida albicans* to Fluconazole Stress

**DOI:** 10.1093/g3journal/jkab065

**Published:** 2021-03-08

**Authors:** Elizabeth W Hunsaker, Chen-Hsin Albert Yu, Katherine J Franz

**Keywords:** copper, antifungal, RNA-seq, metals in medicine, metal homeostasis

## Abstract

The ability of pathogens to maintain homeostatic levels of essential biometals is known to be important for survival and virulence in a host, which itself regulates metal availability as part of its response to infection. Given this importance of metal homeostasis, we sought to address how the availability of copper in particular impacts the response of the opportunistic fungal pathogen *Candida albicans* to treatment with the antifungal drug fluconazole. The present study reports whole transcriptome analysis via time-course RNA-seq of *C. albicans* cells exposed to fluconazole with and without 10 µM supplemental CuSO_4_ added to the growth medium. The results show widespread impacts of small changes in Cu availability on the transcriptional response of *C. albicans* to fluconazole. Of the 2359 genes that were differentially expressed under conditions of cotreatment, 50% were found to be driven uniquely by exposure to both Cu and fluconazole. The breadth of metabolic processes that were affected by cotreatment illuminates a fundamental intersectionality between Cu metabolism and fungal response to drug stress. More generally, these results show that seemingly minor fluctuations in Cu availability are sufficient to shift cells’ transcriptional response to drug stress. Ultimately, the findings may inform the development of new strategies that capitalize on drug-induced vulnerabilities in metal homeostasis pathways.

## Introduction

Three decades after its FDA approval, fluconazole remains a widely used antifungal against *Candida albicans*, the most common human fungal pathogen. Fluconazole is a member of the azole class of antifungals, comprised of compounds that contain an imidazole, triazole, or tetrazole group that coordinates as the sixth axial ligand to the heme iron of the fungal enzyme cytochrome P450 lanosterol 14α-demethylase (Cyp51, gene product of ERG11) (Mazu *et al.* 2016; Hargrove *et al.* 2017; Monk *et al.* 2020). Binding of azole drugs to Cyp51 blocks the biosynthesis of ergosterol, a primary component of the fungal cell membrane, thereby inhibiting cell growth (Watson *et al.* 1989; Kelly *et al.* 1995; Heimark *et al.* 2002).

Access to metal micronutrients like copper (Cu) and iron (Fe) is essential for living organisms, owing to the role of these ions in metalloprotein structure and function (Holm *et al.* 1996) as well as transition-metal signaling (Ackerman and Chang 2018). In opportunistic pathogens like *C. albicans*, metal acquisition plays a key role in virulence (Mackie *et al.* 2016; Gerwien *et al.* 2018; Li *et al.* 2019). Despite a requirement for these metals, their inherent reactivity can render them toxic if cells fail to regulate their uptake, use, detoxification, and storage to meet cells’ dynamic metal requirements irrespective of the relative metal availability in the growth environment. Regulated adaptation mechanisms include switching metal cofactors (Li *et al.* 2015; Broxton and Culotta 2016; Schatzman *et al.* 2019), activating metal uptake (Marvin *et al.* 2003, 2004; Chen *et al.* 2011; Noble 2013; Crawford *et al.* 2018), and neutralizing excess metal through storage or export (Weissman *et al.* 2000; Crawford *et al.* 2018).

Given the importance of metal homeostasis to the survival of *C. albicans*, we sought to address how the availability of transition metals, specifically Cu, impacts the outcomes of fluconazole treatment in this organism. In previous studies, we established that genes of the *C. albicans* Cu regulon are activated in response to fluconazole treatment, and supplementing the growth medium with low levels of Cu potentiates the activity of fluconazole against *C. albicans* (Hunsaker and Franz 2019a, b). Furthermore, we have shown that the level of Cu in the growth medium modulates a variety of cellular responses to fluconazole, including metal cofactor utilization, intracellular metal speciation, and production of heme (Hunsaker and Franz 2019a), establishing that small fluctuations in Cu availability can impact *C. albicans*’ adaptation to fluconazole. Our findings to date implicate a model in which *C. albicans* adaptation to fluconazole stress is hampered by Cu elevation, but the mechanistic underpinnings of this potentiation remain unclear.

In order to gain an unbiased and holistic view of how both Cu and fluconazole independently and cooperatively affect gene expression, we performed whole transcriptome analysis via time-course RNA-seq of *C. albicans* cells exposed to fluconazole under two different Cu conditions: un-supplemented YPD medium or YPD supplemented with 10 µM CuSO_4_. RNA-seq has been used to investigate the mechanism behind synergy observed for amphotericin B and lactoferrin, an Fe-chelating antimicrobial protein, and time course RNA-seq has been applied to understand the crosstalk between Cu and Zn homeostatic mechanisms in Zn-deficient *Chlamydomonas reinhardtii* cells and how transcript levels of genes involved in import and intracellular movement of Cu change over time following Zn resupply (Hong-Hermesdorf *et al.* 2014). Here, we demonstrate that Cu availability influences the *C. albicans* transcriptomic response to fluconazole stress, and co-treatment of cells with fluconazole and Cu gives rise to unique patterns of gene expression that are distinct from results obtained for individual treatment with fluconazole or Cu. Furthermore, we identify how cells reconcile opposing impacts on gene expression during co-treatment for genes in which the transcriptional response to fluconazole differs from the response to Cu.

## Materials and methods

### Yeast strains and culture conditions

Fungal stocks were maintained in 25% glycerol in YPD at −80 °C. Experiments were performed with *C. albicans* clinical isolate SC5314, which was obtained from the American Type Culture Collection (ATCC). *C. albicans* cells were streaked onto a YPD agar plate from a frozen glycerol stock and incubated at 30 °C for 24 hours. A single colony was used to inoculate liquid YPD growth medium (10 mL), and this culture was incubated overnight (∼18 hours) at 30 °C with shaking at 200 rpm. The overnight culture of *C. albicans* in YPD medium was inoculated into fresh YPD medium at an OD600 of 0.3 and allowed to grow for 3 hours at 30 °C with shaking at 200 rpm. Cultures were then either left untreated or treated with CuSO_4_ (10 µM), fluconazole (50 µM), or both CuSO_4_ and fluconazole. At the timepoints indicated in the figure legends, cells were harvested, flash frozen in liquid nitrogen, and stored at −80 °C prior to processing. YPD medium was obtained from a commercial supplier (Gibco, lot #2005064).

### Gene ontology and KEGG pathway enrichment analyses

GO term and KEGG pathway enrichment analyses were carried out for each cluster at each time point by using Chi-Square Test with *P*-value threshold 0.05. The gene list of GO terms was acquired from Candida Genome Database (http://www.candidagenome.org/download/go/go_slim/) (Skrzypek *et al.* 2017). KEGG pathway gene lists were retrieved from the KEGG database (https://www.genome.jp/kegg/kegg1.html) (Kanehisa and Goto 2000; Kanehisa *et al.* 2004). GO Trim terms were created manually by forming logical groupings of existing GO terms related to metal homeostasis categories of interest. Not all GO terms were assigned to a GO Trim term and some GO terms were assigned to more than one GO Trim term. A complete list of GO Trim terms and their associated GO terms and genes is provided in Supplemental File 6.

Additional Materials and Methods are contained in Supplemental File S1.

## Results and discussion

### Overview of changes to the transcriptome

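RNA of C. albicans strain SC5314 was sequenced from poly(A) libraries made with a stranded kit. Cultures were left untreated, or were given CuSO4 (Cu), fluconazole (Flu) or the pair (Both). Each treatment was sampled in 3 replicates at 6 time points from 0.25 to 7 hours, and 3 untreated cultures were also sampled at 0 hours, which makes 75 libraries in 25 groups. For each library the authors deposited expected counts per gene from RSEM, a program that shares a read that fits several genes among them, and these counts were not normalized. Total counts per library ranged from 4019906 to 11019823 with a median of 6938882. The medians were 7169309 for the 21 untreated libraries, 6888821.5 for Cu, 7144594 for Flu and 6329200.5 for Both, each of the last 3 over 18 libraries. The sources used here do not state the trimming, the aligner, the genome build or whether reads on the opposite strand were counted, so the values of overlapping genes carry that uncertainty and no coordinates are given. Of the 6263 genes listed, 77 had a value that was not a whole number, and all values were rounded. The 5745 genes that passed edgeR's expression filter with a minimum count of 10 were tested, and 184 genes had no counts in any library. Library sizes were scaled with the TMM method. The factors ran from 0.509 to 1.60, and the 10 most abundant genes of a library held 16.1 to 70.5% of its counts. All 25 groups were fitted together in edgeR's quasi-likelihood model, which leaves 50 residual degrees of freedom. Adjusted p is that model's p with Benjamini-Hochberg adjustment over all genes tested within 1 comparison, and DEG below means an adjusted p under 0.05 with a log2 fold change of at least 1 in size. Each treatment was compared with the untreated cultures of the same time point. Expression of single genes is given as TMM-normalized CPM (counts scaled to a common library size), as mean ± SD over 3 libraries. Replicate libraries differed by more than sampling noise in every group, with a chi-square per degree of freedom between 2.89 and 565.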

*C. albicans* cells were treated with 50 µM fluconazole, 10 µM CuSO_4_, or both fluconazole and Cu (hereafter referred to as “Both”) in YPD medium (containing approximately 0.14 µM basal Cu as determined by ICP-MS analysis, Supplementary Table S1) and harvested after 0.25, 0.67, 1, 3, 5, and 7 hours. These concentrations were chosen based on results from our prior studies to ensure a robust transcriptional response from fluconazole in a culture with relatively high cell density but without fully inhibiting cell growth; 10 µM Cu was chosen as we previously found it to be sufficient to modulate fluconazole efficacy while being well below the 25 mM MIC of Cu toxicity under these conditions (Hunsaker and Franz 2019a, b). Differentially expressed genes (DEGs) with log fold changes ≥1 or ≤−1 and false discovery rate (FDR) *P*-values <0.05 were considered to be significantly changed. Compared to other treatments, cells treated only with Cu had a low number of DEGs (Figure 1A). 

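In cultures given Cu alone, edgeR called 11, 9, 8, 13, 22 and 26 DEGs from the first to the last of the 6 time points. Of these, 7, 4, 2, 3, 4 and 9 were higher with Cu and 4, 5, 6, 10, 18 and 17 were lower. CRP1 and PGA31 were the 2 genes higher at 1 hour. The count at 5 hours moved most with the libraries in the model: with only the 12 libraries of that time point, it was 13. CTR1, FRE7, FRE30 and C7_00430W (listed in the files by its locus tag) were lower with Cu at every time point. The 11 genes labelled in Fig. 1A were all DEGs at 3 hours, also when adjusted over the list alone, with log2 fold changes from −6.79 for SOD3 to 1.79 for SOD1. Over all 6 time points, 46 of their 66 tests gave a DEG by either adjustment. The study may have chosen these labels on the same libraries, so the list is not independent evidence.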

Over 7 hours of Cu treatment, the total number of significantly downregulated genes increased from 4 to 17, while the number of upregulated genes remained between 2 and 7, relative to a separate untreated control (Figure 1A). The low numbers of genes altered by exposure to Cu bolsters the conclusion that this concentration of Cu is not sufficient to induce significant stress on its own. By contrast, after 3 hours of fluconazole treatment, the transcriptome had 634 and 367 genes with a significant increase or decrease in expression, respectively, relative to control cells (Figure 1B). 

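With no threshold on the fold change, the adjusted p was under 0.05 for 17, 13, 11, 14, 72 and 154 genes from 0.25 to 7 hours of Cu. From the few DEGs, the paper reasons that this amount of Cu does not by itself put the cells under significant stress.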

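In the fluconazole-treated cultures, 601 DEGs were higher and 426 were lower than in untreated cultures at 3 hours. At 0.25, 0.67 and 1 hours, the totals were 8, 50 and 124 DEGs, of which 4, 49 and 115 were higher. At 5 hours there were 475 higher and 388 lower, and at 7 hours there were 415 higher and 425 lower. The 8 DEGs at 0.25 hours became 13 with DESeq2 and 5 with the libraries of that time point alone.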

At the same timepoint, the transcriptome of cells treated with Both had 657 and 793 genes induced and repressed, respectively, relative to untreated controls (Figure 1C). 

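Cultures treated with Both had 650 DEGs higher and 798 lower at 3 hours. With the main direction of expression along which replicates of 1 group differ (the replicate axis) as a covariate, an alternative chosen after the data were seen, 445 were lower. Totals at the other time points were 26, 67, 131, 891 and 1307 DEGs at 0.25, 0.67, 1, 5 and 7 hours. At 5 hours 467 were higher and 424 lower, and at 7 hours 581 were higher and 726 lower. The 26 DEGs at 0.25 hours became 17 with the libraries of that time point alone and 17 without replicate 3 of Both.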

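All 19 genes labelled in Fig. 1B were DEGs under fluconazole at 3 hours, and all 25 labelled in Fig. 1C were DEGs under Both, in each case also when adjusted over the list alone. Over all time points, 47 of 114 tests of the first list gave a DEG under fluconazole (48 adjusted over the list alone), and 83 of 150 tests of the second list gave a DEG under Both (86 adjusted over the list alone). The labels may rest on these libraries, as in Fig. 1A. DDR48 was at 1439 ± 31.6 CPM (SD, n = 3) with fluconazole and 6.91 ± 2.00 CPM (SD, n = 3) without, a log2 fold change of 7.69 (standard error 0.21, adjusted p = 1.0e-37). THI4 went the other way, from 294 ± 179 CPM (SD, n = 3) to 3.14 ± 1.12 CPM (SD, n = 3), a log2 fold change of −6.51 (standard error 0.40, adjusted p = 5.7e-21). Under Both, ICL1 had a log2 fold change of 6.16 (adjusted p = 1.5e-24) and GPX2 one of −3.90 (adjusted p = 7.9e-13).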

Volcano plots illustrate the minimal impact of low micromolar supplemental Cu on the transcriptome compared to that of fluconazole (Figure 1, Supplementary Figure S1). Full gene lists with log fold changes and *P* values for all conditions and timepoints are provided in Supplemental File S2.

**Figure 1.**
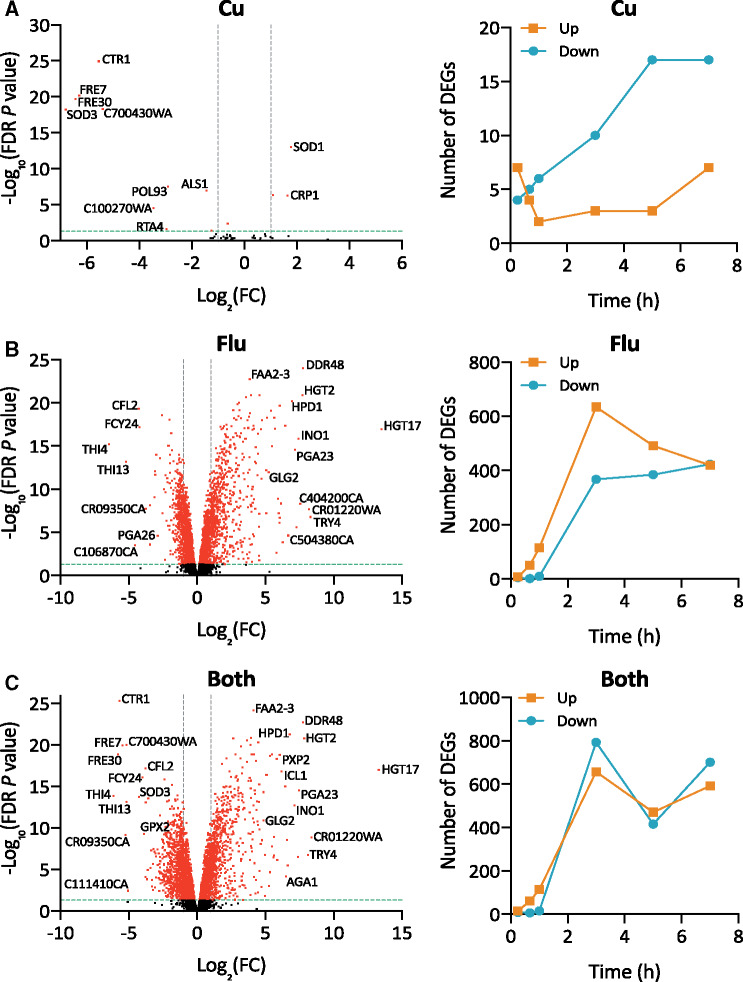
Differentially expressed genes (DEGs) following treatment with Cu (A), fluconazole (Flu, B), or Both (C). Left panel: Volcano plots of DEGs at 3 hours. Dashed green lines indicate the cut-off for FDR *P*-values <0.05 and dashed gray lines indicate boundaries for Log_2_(FC) ± 1. Points with FDR *P*-values <0.05 are red and those >0.05 are black. Genes falling above the dashed green line and outside of the dashed gray lines were considered significantly changed. Right panel: Number of significant DEGs following treatment with Cu, fluconazole, or Both over time. Upregulated genes are indicated with orange squares and downregulated genes are indicated with teal circles. Significant DEGs had a log FC ≥1 or ≤−1 and an FDR *P*-value <0.05.

### Relating the effects of Cu and fluconazole: clusters and drivers of gene expression

The central objective of this study was to address how a small increase in environmental Cu levels influences the transcriptomic response of *C. albicans* during fluconazole treatment of cells in culture. We hypothesized that the expression of some, potentially many, genes is differently impacted by individual treatment with fluconazole or Cu and sought to determine how cells reconcile these conflicting transcriptional responses during co-treatment with both fluconazole and Cu. We further posited that fluconazole treatment may compromise the ability of *C. albicans* to manage excess Cu, and similarly, even mild Cu elevation may interfere with *C. albicans*’ response to fluconazole.

The response of individual genes was coded by a 3-number pattern corresponding to the effect of the treatment condition: −1, 0, 1 for repression, no change, or induction, respectively. Mathematically, for three treatments (Cu, fluconazole, or Both) and three expression outcomes (repression, no change, or induction), there are 27 possible number combinations, or expression patterns, 17 of which appeared in the data and were termed “clusters” (Table 1). 

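With DEGs coded in this way at each time point, 17 of the 27 possible patterns occurred over the 6 time points. They were the patterns of Table 1, with 0 DEGs outside it.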

Genes were placed into clusters based on their expression pattern at each timepoint. Each gene can only belong to one cluster at a given timepoint, but the cluster to which a gene belongs may change over time. Tables of all the significant DEGs at each timepoint and their designated clusters are provided in Supplemental File S3.

**Table 1:** **Description of clusters.** Expression pattern coding: −1 (repression), 0 (no change), 1 (induction).

Expression Pattern (Cu, Flu, Both)	Cluster ID #	Type	Driver of Both	Description
−1, −1 ,−1	1	D	Cu, Flu	Repression driven by Cu and Flu
−1, −1, 0	2	C	Both	Cu and Flu each repress; no sig. change for Both
−1, −1, 1	—	—	—	(not present in the data)
−1, 0, −1	3	B	Cu	Repression driven by Cu
−1, 0, 0	4	A	Flu	Repressed by Cu; Flu prevents repression for Both
−1, 0, 1				(Not present in the data)
−1, 1, −1	5	A	Cu	Repression by Cu overrides induction by Flu
−1, 1, 0	6	D	Both	Repression by Cu and induction by Flu cancel out
−1, 1, 1	7	A	Flu	Repression by Cu overridden by induction by Flu
0, −1, −1	8	B	Flu	Repression driven by Flu
0, −1, 0	9	A	Cu	Repressed by Flu; Cu prevents repression for Both
0, −1, 1	—	—	—	(Not present in the data)
0, 0, −1	10	C	Both	Repressed uniquely by Both
0, 0, 0				(Not present in the data)
0, 0, 1	11	C	Both	Induced uniquely by Both
0,1,−1	—	—	—	(Not present in the data)
0, 1, 0	12	A	Cu	Induced by Flu; Cu prevents induction for Both
0, 1, 1	13	B	Flu	Induction driven by Flu
1, −1, −1	14	A	Flu	Repression by Flu overrides induction by Cu
1, −1, 0	15	D	Both	Repression by Flu and induction by Cu cancel out
1, −1, 1	—	—	—	(Not present in the data)
1, 0, −1	—	—	—	(Not present in the data)
1, 0, 0	16	A	Flu	Induced by Cu; Flu prevents induction for Both
1, 0, 1	17	B	Cu	Induction driven by Cu
1, 1, −1	—	—	—	(Not present in the data)
1, 1, 0	—	—	—	(Not present in the data)
1, 1, 1	—	—	—	(Not present in the data)

When cells received a single treatment, any changes to gene expression can be attributed to that treatment alone, making it the driver of gene expression by default. However, during treatment with Both, the effect of either Cu or fluconazole may dominate. The driver of expression during treatment with Both was therefore identified as the condition for which its digit matched that of the third digit in the expression pattern (the digit representing Both). When the first digit matches the third, Cu is the driver; when the second digit matches the third, fluconazole is the driver. When neither the first nor the second match the third digit, Both is the driver. Interestingly, we found many instances in which treatment with Both uniquely impacted gene expression such that the observed effect did not reflect that of either fluconazole or Cu individually. These examples reveal that Cu and fluconazole in combination generate unique transcriptional responses. 

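Whether the effect of adding Cu to fluconazole differed from the effect of Cu alone was tested with the interaction term of the same model. The adjusted p was under 0.05 for 4, 8 and 1208 genes at 3, 5 and 7 hours. It was so for 0 genes at 0.25, 0.67 and 1 hour, where 148, 163 and 44 genes had an unadjusted p under 0.05 against 287 by chance, and DESeq2 and limma-voom also gave 0. At 7 hours, DESeq2 gave 1339 genes and limma-voom 1166. The count at 7 hours moved with single libraries: it was 289 without replicate 3 of Both, 675 without its replicate 1, 549 and 656 without replicates 2 and 1 of fluconazole, 791 without replicate 1 of Cu and 682 without untreated replicate 1. Replicate numbers paired the fluconazole and Both libraries, and with the numbers as a block within each time point, an alternative chosen after the data were seen, the counts at 3, 5 and 7 hours were 8, 13 and 1826. The count at 7 hours was 99 with the replicate axis as a covariate. At 3 hours it was 2 without any 1 of untreated replicates 2 and 3 and replicate 2 of Cu, fluconazole or Both, and at 5 hours 5 without replicate 1 of fluconazole or replicate 3 of Both. The 4 genes at 3 hours were SOD1 (interaction 1.31 in log2 units, adjusted p = 8.7e-07) and CRP1 (1.16, 0.028) with positive values and MAC1 (−1.65, 1.8e-06) and CTR1 (−0.87, 0.016) with negative ones. CRP1 had an adjusted p under 0.05 together with a log2 value of at least 1 in size in 4 of the 12 fits that left out 1 library of that time point. From the patterns in which the response to Both matched neither single treatment, the paper concludes that the combination has a response of its own.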

To relate the impacts of individual treatment with Cu or fluconazole to impacts of treatment with Both, each of the 17 clusters was categorized into one of four types, A–D (Table 1).

### Cluster Type A: Overrider

Clusters in which the effect of fluconazole overrode the effect of Cu or the effect of Cu overrode the effect of fluconazole during treatment with Both were designated Type A clusters. In these clusters, the individual impacts of treatment with fluconazole or Cu on gene expression were significant but different, and one of these impacts dominated the outcome of treatment with Both. Clusters 4, 5, 7, 9, 12, 14, and 16 were classified as Type A clusters. Cu drove the response in Clusters 5, 9, and 12, and fluconazole drove the response in Clusters 4, 7, 14, and 16.

### Cluster Type B: Bystander

In some cases, only one treatment significantly impacted gene expression and that same impact was reflected in the response to treatment with Both. These clusters (3, 8, 13, and 17) were classified as Type B. In Clusters 3 and 17, Cu but not fluconazole caused a significant change in expression. Treatment with Both reflected the impact of Cu alone, suggesting that fluconazole was a “bystander,” and the response to Both stemmed from Cu. Conversely, in Clusters 8 and 13, fluconazole but not Cu caused a significant change in expression and Both reflected the effects of fluconazole, making Cu the bystander.

### Cluster Type C: Collaborator

There were three clusters (2, 10, and 11) in which treatment with Both impacted gene expression in a way that did not match either of the individual impacts of Cu or fluconazole, indicating that the combination of these two treatments had a unique effect on gene expression. The expression patterns of Clusters 10 and 11 are 0, 0, −1 and 0, 0, 1, respectively, indicating that fluconazole and Cu did not significantly impact gene expression individually, but treatment with Both caused repression or induction. In the third Type C cluster, Cluster 2, Cu and fluconazole each repressed expression, but Both caused no significant change.

### Cluster Type D: Other

Clusters 1, 6, and 15 did not fall neatly into the first three types of clusters and were classified as other, Type D clusters. For genes falling into Cluster 1, repression was observed for fluconazole, Cu, and Both, meaning fluconazole and Cu were both drivers. In Clusters 6 and 15, there was no significant change in gene expression for Both, seemingly due to repression and induction by the individual treatments cancelling out.

### Prevalence and magnitude of top DEGs in clusters

The frequency with which each cluster appears in the data reveals how Cu and fluconazole each drive the *C. albicans* transcriptome during treatment with Both. To determine which clusters are most highly represented in the dataset, the percentage of DEGs falling into each cluster was calculated for each timepoint (Figure 2). 

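Type B clusters held 66.7, 75, 68.6, 50.5, 73.1 and 44.3% of the DEGs of any treatment from the first to the last of the 6 time points. Type C clusters held 29.6, 18.1, 15.4, 37.2, 13.9 and 42.7%, Type A clusters 3.7, 6.94, 16, 12.2, 12.5 and 12.7%, and Type D clusters at most 0.59%. These shares are of 27, 72, 156, 1646, 1017 and 1494 genes.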

Types A and D clusters were less common than Types B and C, meaning that genes were most likely either to be driven by a single treatment or be uniquely driven by Both. 

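Cluster 9 held at most 6.63% of DEGs, which was at 7 hours (99 genes). Cluster 12 held at most 12.2%, at 1 hour (19 genes).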

Genes in most of the Types A and D clusters comprised only 0–0.4% of all DEGs at any timepoint, with the exception of Clusters 9 and 12, which represented up to 7–14% of DEGs at some timepoints. 

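The largest share of DEGs in a single cluster was 62.5% for Type B, in Cluster 13 at 0.67 hours (45 genes), and 28.6% for Type C, in Cluster 10 at 3 hours (470 genes).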

By comparison, Types B and C clusters captured up to 30 and 65% of DEGs at some timepoints, respectively. Furthermore, ranking the Top DEGs (log fold change ≥2 or ≤−2 with an FDR *P*-value <0.05) revealed that the majority of genes that are most significantly changed in magnitude follow this same pattern, with Type B Clusters 13 and 8 (fluconazole-driven, Cu-bystander induction, and repression, respectively) accounting for 70% of 1798 cluster occurrences among the Top DEGs, followed by “collaborator” Type C Clusters 10 and 11 (repression and induction respectively driven by Both) being the second-most prevalent (Supplemental File S2).

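A cluster occurrence was counted here once for each time point at which a gene had an adjusted p under 0.05 and a log2 fold change of at least 2 in size under any treatment, which gave 1177 occurrences of 747 genes. Clusters 13 and 8 held 949 of these, or 80.6% (95% Clopper-Pearson interval 78.3 to 82.9%), with 596 in Cluster 13 and 353 in Cluster 8. Clusters 10 and 11 held 138 (11.7%). Without the low-count filter the share of Clusters 13 and 8 was 76.8%, the planned setting that moved it most, and it ranged from 77.9 to 81.2% with single libraries left out. Counted once per treatment as well, a way of counting chosen after the data were seen, there were 1865 occurrences with 84.6% in these 2 clusters. The intervals cover counting error only, and genes are not independent.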

**Figure 2 .**
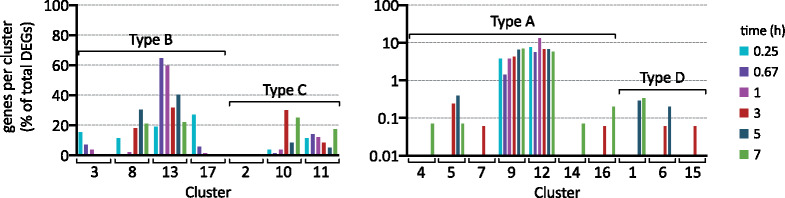
Prevalence of each cluster over time. Percent of DEGs assigned to each cluster after 0.25 (teal), 0.67 (purple), 1 (pink), 3 (red), 5 (navy), and 7 (green) h of treatment. Types B and C clusters are shown in the plot on the left on a linear scale. Types A and D clusters are shown in the plot on the right on a log 10 scale.

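Among the DEGs at 0.25 hours, 14.8% (4 genes) were lower with Cu and with Both but not called with fluconazole. They were CTR1, FRE7, FRE30 and C7_00430W. Another 25.9% (7 genes) were higher in that way. The shares of the lower genes were 6.94, 3.85 and 0.304% at 0.67, 1 and 3 hours, from 5, 6 and 5 genes, and 0.885 and 0.602% at 5 and 7 hours, from 9 genes each. Those of the higher genes were 5.56 and 1.28% at 0.67 and 1 hour, from 4 and 2 genes, and 0.0608, 0.393 and 0.201% at 3, 5 and 7 hours, from 1, 4 and 3 genes. The higher genes included SOD1 at 3, 5 and 7 hours. Named after their values were seen, the others were C4_00990W, C4_02330C and FRP2 at 5 hours and C7_00490C and FRP2 at 7 hours.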

Cu-driven repression (Cluster 3) and induction (Cluster 17) were most highly represented at 0.25 hours and then decreased over time, consistent with cells reestablishing Cu homeostasis early. This decrease in Cu-driven changes coincides with an increase in the total number of DEGs over time. The percentage of genes that were uniquely repressed by Both (Cluster 10) increased at 3 and 7 hours, whereas the percentage uniquely induced by Both (Cluster 11) decreased steadily between 0.67 and 5 hours with a sharp increase at 7 hours. 

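Cluster 10 held 2, 0, 6, 470, 88 and 391 genes at the 6 time points in turn. Cluster 11 held 22.2, 18.1 and 11.5% of DEGs at 0.25, 0.67 and 1 hour, from 6, 13 and 18 genes, and 142, 53 and 246 genes at 3, 5 and 7 hours. The early counts rest on few calls, and they did not exceed those in counts simulated with no effect of Cu. At 0.67 hours Cluster 11 held 31, 28 and 7 genes without replicate 2 of Both, untreated replicate 1 and replicate 1 of Both, and its 6 genes at 0.25 hours were 2 without replicate 3 of Both. At 1 hour it held 9 genes without untreated replicate 1 and 11 without replicate 3 of Both, where Cluster 10 held 1, and Cluster 10 there held 3, 2 and 3 without untreated replicates 1 and 2 and replicate 2 of Both. At 5 hours Cluster 10 held 135 genes without replicate 2 of Both and 58 without replicate 3, and Cluster 11 held 86 without replicate 1 of Both.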

The total number of clusters represented in the dataset grew over time from seven at 0.67 hours to fourteen at 7 hours (Supplementary Figure S2), revealing a progressive increase in the complexity of the impacts on the transcriptome and illustrating the value of analyzing data across multiple timepoints.

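Clusters with at least 1 gene numbered 7, 6, 8, 13, 11 and 14 from the first to the last of the 6 time points.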

Taken together, an analysis of cluster prevalence revealed that it was more common for a single treatment to determine the impact of Both on gene expression (Type B) or for Both to have a unique impact on gene expression (Type C). 

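The 142 genes induced only by Both at 3 hours were assigned from 3 separate calls at the thresholds. Of them, 141 (99.3%) also rose under fluconazole, and of the 470 genes repressed only by Both, 431 (91.7%) also fell. Part of this is built in, since the treatments share untreated libraries and the genes were chosen on Both. Simulated groups that share those libraries but have no true change had the same sign in up to 67.4% of all genes at 3 hours. Those genes were not chosen on Both, so the built-in part can be larger than this. The adjusted p under fluconazole was under 0.05 for 111 of the induced and 204 of the repressed genes. The median log2 fold change of the induced genes was 0.77 under fluconazole and 1.16 under Both, and that of the repressed genes was −0.59 and −1.36. The clusters held 39 and 98 genes with the replicate axis as a covariate.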

Strikingly, of the genes differentially expressed after 3 hours of treatment with Both, 138 and 489 genes were uniquely induced and repressed, respectively (Figure 3A), meaning that treatment with Cu or fluconazole alone had no significant impact on their expression, but treatment with Both did have a significant impact. These numbers equate to approximately 60% of the induced genes and 21% of the repressed genes that uniquely responded to treatment with Both at 3 hours (Figure 3B). 

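The 142 genes are 21.8% of the 650 induced by Both (95% Clopper-Pearson interval 18.7 to 25.2%), and the 470 are 58.9% of the 798 repressed (55.4 to 62.3%). At 5 hours the shares were 11.3% induced and 20.8% repressed, and at 7 hours 42.3% (38.3 to 46.5%) and 53.9% (50.2 to 57.5%). With single libraries left out, the induced share at 3 hours ranged from 20.4 to 26.2%.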

The high prevalence of Clusters 10 and 11 reveals that Cu availability has a substantial influence on the transcriptomic response of *C. albicans* to fluconazole treatment.

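A direct comparison of Both with fluconazole at the same time point gave 9, 8, 11, 272, 34 and 342 DEGs from 0.25 to 7 hours. At 3 hours 15 were higher with Both and 257 lower, and at 7 hours 60 were higher and 282 lower. The count at 3 hours was 71, 165 and 138 without replicates 2 and 3 of Both and replicate 3 of fluconazole, and the count at 7 hours was 221 without replicate 3 of Both. With the replicate axis as a covariate, they were 22 and 147. Of the 470 genes of Cluster 10 at 3 hours, 286 (60.9%) differed between Both and fluconazole at an adjusted p under 0.05, as did 50 (35.2%) of the 142 of Cluster 11. At 7 hours these were 285 (72.9%) of 391 and 160 (65%) of 246. At 3 hours, 59 of the 540 genes then in the 2 clusters differed without replicate 2 of Both, 425 of 605 with the replicate numbers as a block within each time point, chosen after the data were seen, and 412 of 591 with the libraries of the time point only. Selection of the genes on their value under Both can inflate these shares, though by how much in these libraries was not measured. In 5 simulations with no effect of Cu, 0 genes of the clusters differed at 3 and 7 hours. Those counts may lack the replicate axis and the pairing of fluconazole with Both. In counts simulated with no effect of Cu, Clusters 10 and 11 at 3 hours still held 81 to 116 and 55 to 68 genes over 5 simulations. Across all genes tested, the log2 fold changes under fluconazole and under Both had r = 0.884 at 3 hours, where simulated groups that share their untreated libraries but have no true change gave 0.394 to 0.573 over all time points, and genes are not independent replicates. The lowest r was 0.572 at 0.25 hours and the highest 0.933 at 5 hours. From the share of genes in Clusters 10 and 11, the paper concludes that Cu availability substantially influences the response to fluconazole.

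**Figure D1:**
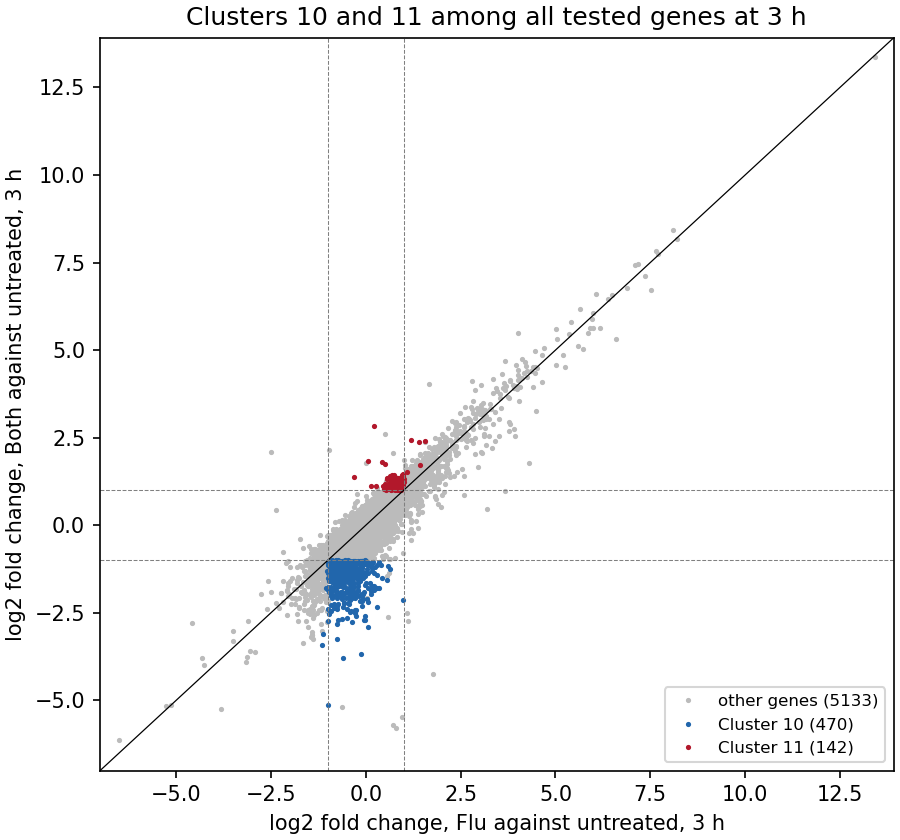
Log2 fold change against untreated cultures at 3 hours under fluconazole (x axis) and under Both (y axis), 1 point per gene, with 470 genes of Cluster 10, 142 of Cluster 11 and the other genes tested. Dashed lines mark a log2 fold change of 1 in either direction and the diagonal marks equal values, and most genes of Cluster 10 sit left of 0 on the x axis. Shared untreated libraries and the choice of genes on their value under Both favour that side in part.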

**Figure 3.**
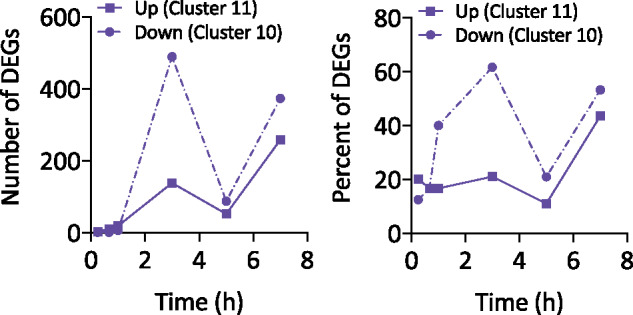
Total number (A) and percentage (B) of DEGs significantly upregulated (circles with dashed line) or downregulated (squares with solid line) only during treatment with Both.

### Functional analysis

To determine the biological processes and pathways associated with treatment with Cu, fluconazole, and Both, the lists of genes associated with each cluster at each timepoint were separately analyzed for enrichment of gene ontology (GO; Ashburner *et al.* 2000; The Gene Ontology Consortium 2018) and Kyoto Encyclopedia of Genes and Genomes (KEGG; Kanehisa *et al.* 2004) terms. In our enrichment tests, we found that the 6,149 GO terms to which *C. albicans* genes are assigned were too specific to generate significant enrichment results. Instead, higher-level GO Slim terms that group genes into broader categories were used. Clusters 10 and 11 were selected as the primary focus for functional analysis to provide insight regarding the biological processes specifically impacted by cotreatment with Both. We focused on data from 3 to 7 hours because there were more DEGs at these timepoints and therefore more significantly enriched terms relative to earlier timepoints. Given that the genes associated with a cluster could change over time, the GO and KEGG terms enriched in a cluster could change over time as well. Significant results from the GO and KEGG enrichment tests for all clusters at all timepoints are provided in Supplemental Files S4 and S5.

### GO enrichment analysis

The GO Slim terms most significantly enriched for genes uniquely repressed by Both (Cluster 10) at 3 hours included filamentous growth, structural molecule activity, and nucleus organization (Figure 4). At 5 hours, only three terms were significantly enriched: extracellular region, hydrolase activity, and RNA binding. 

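Of 17 mitochondrial ribosomal protein genes tested, 9 (52.9%) were repressed only by Both at 7 hours, against 6.67% of the other genes (Fisher's exact test, two-sided, p = 4.3e-07, adjusted 1.5e-05 over 36 such tests). Of 72 cytosolic ribosomal protein genes, 6 were in that cluster (adjusted p of 1). The sets were drawn up by gene symbol, and the paper's own term lists were not used here. Against fluconazole alone, the median log2 fold change of the mitochondrial set was −0.89 at 7 hours and −0.44 at 5 hours, and limma's camera test with an estimated correlation gave adjusted p = 6.2e-05 and 1.7e-05. The fry test called both as well, with 5.3e-18 and 7.3e-09. With the replicate axis as a covariate, the median at 7 hours was −0.70, with 16 of 17 genes below 0 either way.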

Significantly enriched terms for genes that were repressed at 7 hours included mitochondrion, ribosome, structural molecule activity, and mitochondrial envelope. 

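Of 15 peroxisome biogenesis (PEX) genes, 2 were induced only by Both at 3 hours (adjusted p = 0.31) and 3 at 7 hours (adjusted p = 0.217). Under fluconazole alone at 3 hours the set had a median log2 fold change of 1.00 (camera, adjusted p = 2.6e-04).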

Genes that were induced uniquely by Both (Cluster 11) were most significantly enriched for RNA metabolic process, peroxisome, and cellular respiration. Cluster 11 genes continued to be enriched for the term RNA metabolic process at 5 hours, and at 7 hours, ribosome biogenesis and translation were enriched.

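Of 41 ribosome biogenesis genes, 7 (17.1%) were induced only by Both at 7 hours, against 4.19% of the other genes (Fisher's exact test, two-sided, adjusted p = 0.019). Under fluconazole alone at 7 hours the set had a median log2 fold change of 0.90, with 0 of 41 genes lower (fry, adjusted p = 5.2e-10, and camera, adjusted p = 0.141). For Both against fluconazole at 7 hours the median was 0.09 (fry, adjusted p = 0.483, and camera, adjusted p = 0.948).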

**Figure 4.**
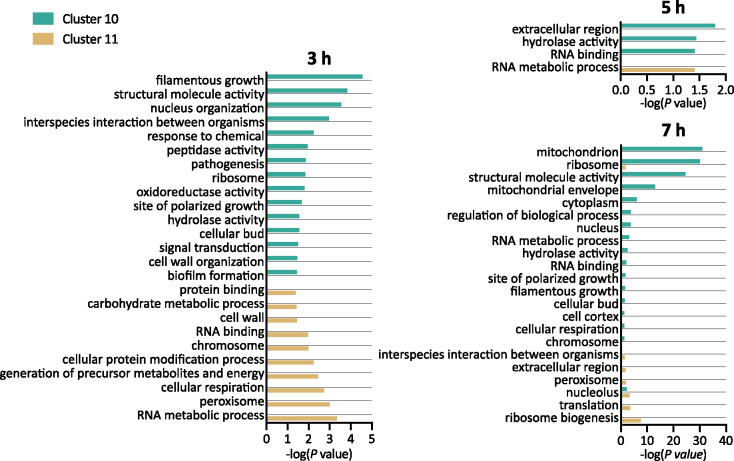
GO analysis of genes differentially expressed by Both, but not by fluconazole or Cu alone. Functional enrichment of genes significantly repressed (Cluster 10) or induced (Cluster 11) uniquely by Both after 3, 5, and 7 hours of treatment. Significantly enriched GO Slim terms (*P*-value <0.05) are listed on the *y*-axis, and the negative log of the *P-*value (base 10) is indicated on the *x*-axis.

### KEGG enrichment analysis

Genes that were uniquely repressed (Cluster 10) or induced (Cluster 11) by Both at 3 hours were enriched for terms related to carbohydrate and amino acid metabolism, transcription, and RNA degradation (Figure 5, see Supplemental File S5 for list of genes represented in the data for each term). Carbohydrate metabolism was also impacted by Both at 5 hours, with Clusters 10 and 11 enriched for several terms under this category, as well as terms related to lipid metabolism and vesicular transport. The cellular impacts at 7 hours related to transcription, translation, nucleotide metabolism, lipid metabolism, and other metabolic processes. Nearly half of the 22 KEGG terms enriched in Clusters 10 and 11 were also significantly enriched in at least one other cluster at the same timepoint (Figure 5). For example, Cluster 11 (induction by Both only) and Cluster 13 (induction by fluconazole and by Both) were each enriched at 3 hours for genes involved in the citrate cycle. However, although some clusters are enriched for the same KEGG terms, there is no overlap in the DEGs that give rise to the enrichment, since a gene can only belong to one cluster at a time. 

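Of 19 citrate cycle genes, 4 (21.1%) were in Cluster 11 at 3 hours, against 2.41% of the other genes (Fisher's exact test, two-sided, p = 0.001, adjusted 0.019). DESeq2 placed 3 of the 19 there. The median log2 fold change of the set for Both against fluconazole was 0.38, and 0.04 with the replicate axis as a covariate.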

Taken together, the KEGG analysis reveals that co-treatment with fluconazole and Cu impacts several pathways that the individual treatments do not, while also expanding the list of genes contributing to enrichment in already impacted pathways.

**Figure 5.**
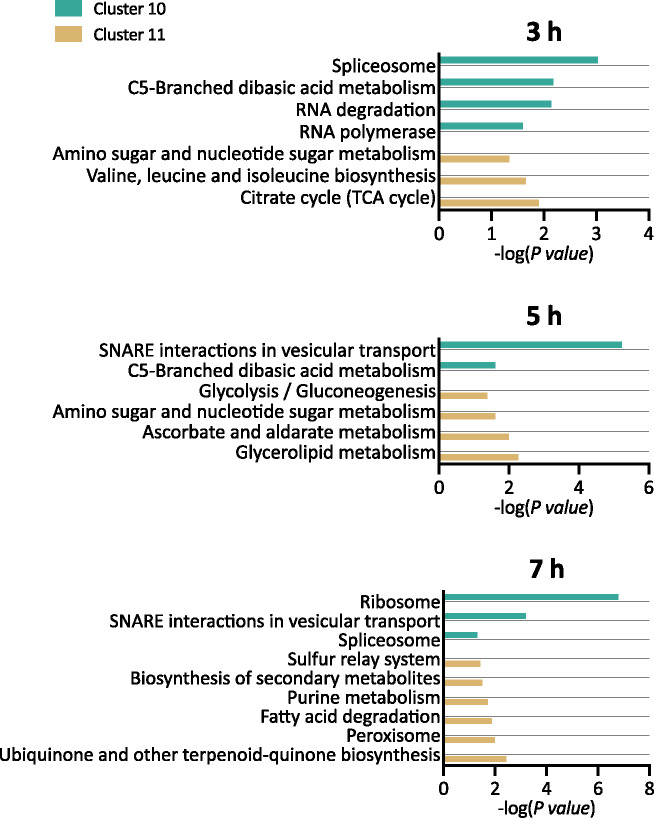
KEGG analysis of genes differentially expressed by Both, but not by fluconazole or Cu alone. Functional enrichment of genes significantly repressed (Cluster 10) or induced (Cluster 11) uniquely by Both after 3, 5, and 7 hours of treatment. Significantly enriched KEGG terms (*P*-value <0.05) are listed on the *y*-axis, and the negative log of the *P-*value (base 10) is indicated on the *x*-axis. Superscripts designate terms enriched in other clusters: ^#^8, ^^^9, ^+^12, *13.

### Metal-focused “GO Trim” enrichment analysis

Neither GO Slim nor KEGG databases contain terms explicitly related to metal homeostasis; therefore, to probe the enrichment of genes along this dimension, we defined “GO Trim” terms by grouping specific GO terms under more general GO Trim categories (Supplemental File S6**)**. For example, 14 unique GO terms related to Cu transport and utilization were combined under a customized GO Trim term called “Cu homeostasis.” As shown in Figure 6, the lists of DEGs for each of the three treatments were enriched for genes involved in transition metal homeostasis at nearly all timepoints. Full GO Trim enrichment data, including additional terms not plotted in Figure 6, is available in Supplemental File S7. Notably, fluconazole alone leads to upregulation of transition metal homeostasis generally, Fe homeostasis particularly, and oxidation-reduction processes across several timepoints. Treatment with Both seems to confuse this response by downregulating several genes associated with these processes, or further exaggerating the fluconazole response (as in downregulation of Zn homeostasis at 3 hours). There were also several terms that were only enriched among genes significantly impacted by Both: Fe homeostasis and oxidation-reduction process at 0.25 hours, oxidative stress at 0.67 and 5 hours. This analysis demonstrates that impacts of drug treatment on metal-associated cellular processes can be influenced by the Cu content in their environment.

**Figure 6.**
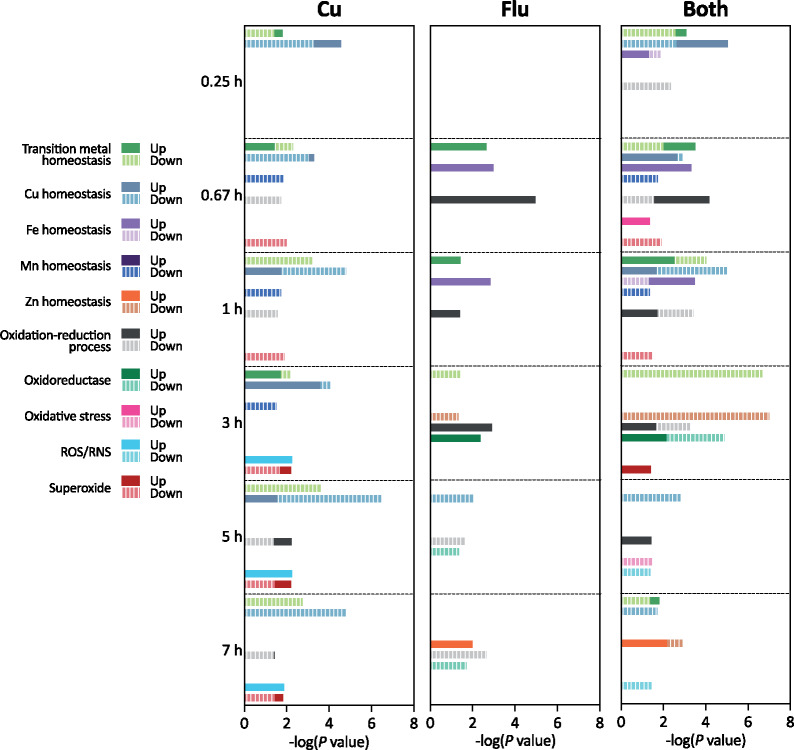
Metal-focused GO Trim analysis of DEGs following treatment with Cu, fluconazole (Flu), or Both at 0.25, 0.67, 1, 3, 5, or 7 hours. For each timepoint, GO Trim terms are plotted in the order they are listed in the legend. Blanks indicate no term enrichment for a given condition or timepoint. Up- (solid bars) or down-regulation (striped bars) are indicated for each GO Trim term. If a term was enriched for both up- and down-regulated genes, the bars are superimposed on the graph.

### Targeted analysis of genes involved in metal homeostasis and ergosterol biosynthesis

To complement the analyses performed at the cluster level, time-course expression profiles were compared for cells treated with Cu, fluconazole, or Both for handpicked genes of interest. Genes related to Cu, Fe, Mn, and Zn homeostasis were chosen due to our overarching interest in the effect of antifungal treatment on regulation of d-block biometals. Genes related to ergosterol and heme biosynthesis were chosen because fluconazole interferes with ergosterol biosynthesis via inhibition of a heme-dependent enzyme. In each of these cases, we were also interested in the intersectional impact of Cu availability on these processes at the transcript level.

### Copper Homeostasis

Results from the present study are consistent with and expand upon our earlier work showing differential expression of key genes of the Cu regulon (Hunsaker and Franz 2019a). As shown in Figure 7, fluconazole and Cu have opposing effects on many of these genes. 

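Of the 14 genes of Fig. 7, 13 could be tested. Over the 6 time points, 24 of their 78 tests gave a DEG under Cu (25 adjusted over the list alone), 13 under fluconazole (13) and 37 under Both (37), and 30 for Both against fluconazole (35). At 3 hours, CTR1, CRP1, SOD1 and SOD3 were DEGs under Cu and moved in the opposite direction under fluconazole with an adjusted p under 0.05. For the direct comparison of Both with fluconazole, 6 of 7 of these genes called at 3 hours stayed DEGs with the replicate axis as a covariate.

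**Figure D2:**
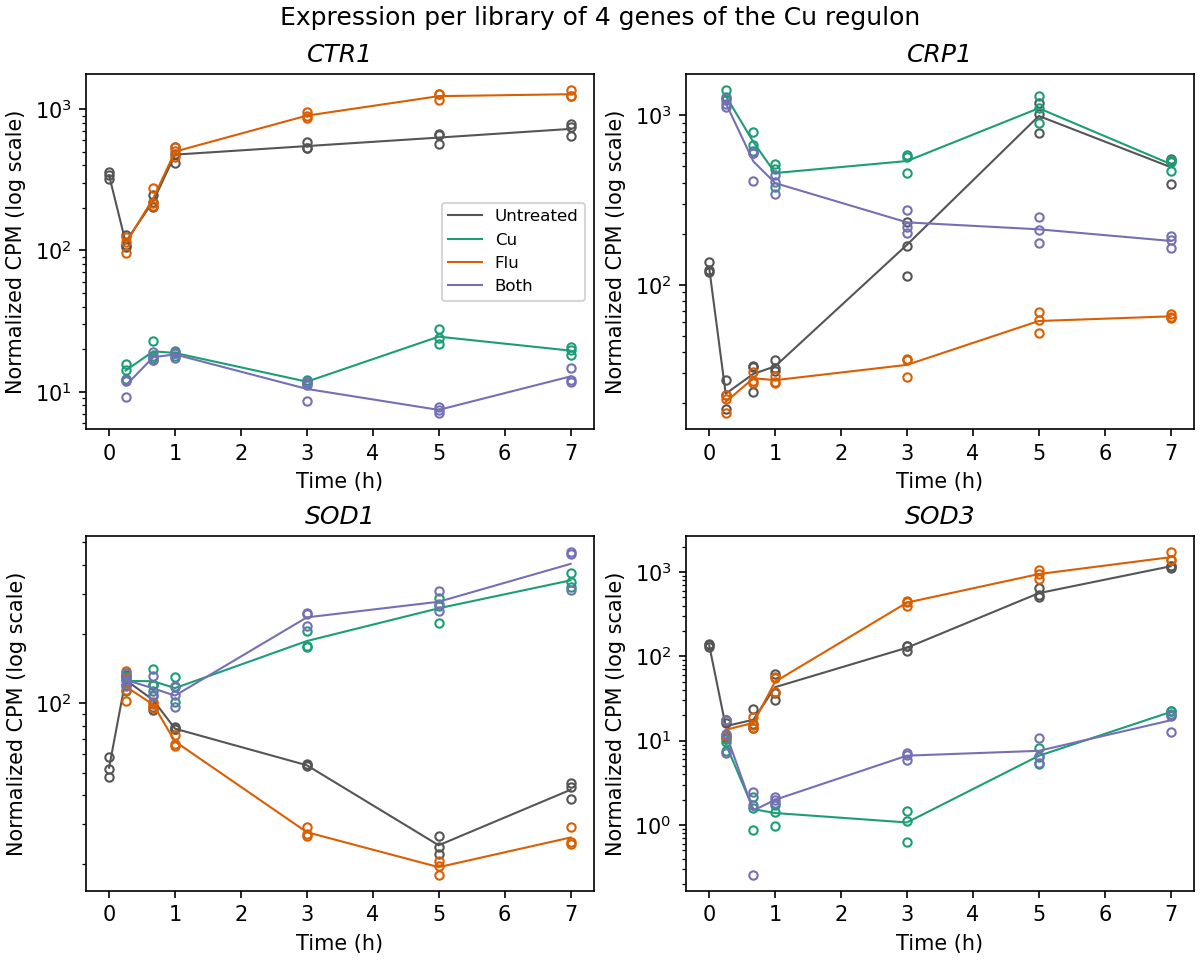
Expression of CTR1, CRP1, SOD1 and SOD3 in each library (TMM-normalized CPM, log y axis) over time in hours (x axis), by treatment, with 1 point per library and lines through the group means. At 3 hours CTR1 and SOD3 are lower with Cu and with Both than without Cu, and SOD1 is higher.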

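CTR1 was at 11.8 ± 0.40 CPM (SD, n = 3) with Cu and 547 ± 29 CPM (SD, n = 3) without at 3 hours, a log2 fold change of −5.54 (standard error 0.14, adjusted p = 3.5e-40). Already at 0.25 hours it was −3.02 (standard error 0.13, adjusted p = 5.6e-28), and under Both it was −5.69 at 3 hours and −6.41 at 5 hours. With fluconazole it stood at 899 ± 42.6 CPM (SD, n = 3) at 3 hours, a log2 fold change of 0.72 (adjusted p = 4.9e-08). At 5 and 7 hours of fluconazole the log2 fold changes were 0.97 (adjusted p = 1.2e-11) and 0.82 (adjusted p = 2.5e-09), all under the fold-change threshold. The call at 5 hours passed the threshold in 3 of the 6 fits with a library left out. Against fluconazole alone, the value for Both at 7 hours was −6.62.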

Cu importer *CTR1* was strongly repressed by Cu and Both, but induced by fluconazole after 3 hours. 

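CRD2 was expressed at 4.40 ± 0.25 CPM (SD, n = 3) with 5 hours of fluconazole and 1.46 ± 0.22 CPM (SD, n = 3) without, a log2 fold change of 1.59 (adjusted p = 8.2e-04). At 7 hours of fluconazole it was 1.37 and not called (adjusted p = 0.0727). Cu gave 1.34 at 0.25 hours (adjusted p = 0.024), a call lost in each of the 6 fits with a library left out, and Both gave 1.28 there (adjusted p = 0.015), kept in 1 of the 6. At 7 hours Both was below fluconazole alone by −1.82, a call lost with the replicate axis as a covariate.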

The Cu-binding metallothionein *CRD2* was also induced by fluconazole. *C. albicans’* second metallothionein *CUP1* did not appear in the sequencing data, but we have previously found its transcript levels elevated in response to fluconazole (Hunsaker and Franz 2019a). 

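Reads were assigned to CUP1 in 59 of the 75 libraries, 16 of the 21 untreated ones among them with 31 counts in all. At 0.25 to 1 hour, 70 counts fell in the 18 libraries with Cu and 14 in the 18 without it, from total counts of 116624459 and 115128386. At 3 to 7 hours there were 48 and 36. The gene failed the expression filter and was not tested. Its coding length of 102 nt is below the shortest mean fragment length of 223.4 nt.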

Cu exporter *CRP1* was strongly induced early by Cu and progressively returned to basal levels. By contrast, *CRP1* was repressed by fluconazole and by Both at later timepoints.

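CRP1 rose from 22.7 ± 4.37 CPM (SD, n = 3) to 1308 ± 89.6 CPM (SD, n = 3) at 0.25 hours of Cu, a log2 fold change of 5.85 (standard error 0.22, adjusted p = 1.4e-30). It was 4.56, 3.79 and 1.64 at 0.67, 1 and 3 hours, and 0.15 and 0.06 at 5 and 7 hours, where the libraries overlapped those of untreated cultures. Untreated expression itself was 993 ± 199 CPM (SD, n = 3) at 5 hours.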

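The log2 fold change of CRP1 under fluconazole was −2.36 at 3 hours (adjusted p = 1.3e-16), −4.02 at 5 hours (standard error 0.19, adjusted p = 6.3e-26) and −2.93 at 7 hours (adjusted p = 2.0e-20). Under Both it was 5.70, 4.18 and 3.59 in the first hour, 0.44 at 3 hours and −2.23 and −1.45 at 5 and 7 hours. Expression under Both stayed above that under fluconazole alone, by 2.80 at 3 hours and 1.48 at 7 hours.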

**Figure 7.**
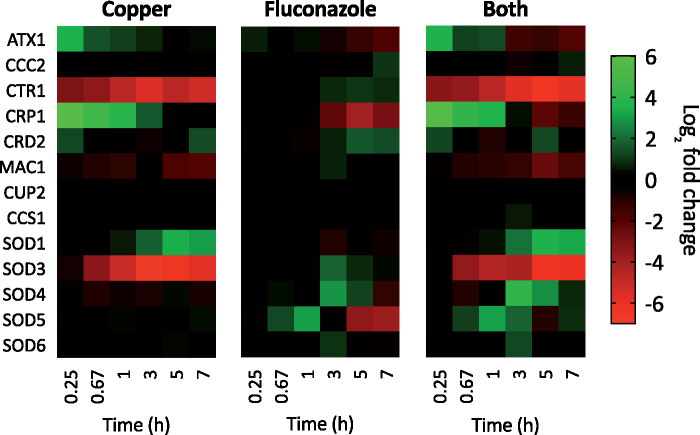
Heat maps showing log_2_ fold change expression for genes involved in Cu homeostasis. Genes are indicated on the left and timepoints (0.25, 0.67, 1, 3, 5, or 7 hours) are shown at the bottom of each map. Data are normalized to mRNA levels of untreated cells. Conditions: (Flu) = 50 µM, (CuSO_4_) = 10 µM in YPD medium. All log fold changes are shown, regardless of their statistical significance.

Atx1 is a chaperone that delivers Cu to Ccc2, a P-type ATPase of the Golgi, where the multicopper oxidase (MCO) Fet3 is metalated (Chen *et al.* 2011). Expression of *ATX1* was initially induced by Cu then progressively returned to baseline, whereas fluconazole did not impact *ATX1* early but caused repression later. 

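ATX1 was at 13.0 ± 4.39 CPM (SD, n = 3) with Cu and 1.20 ± 0.69 CPM (SD, n = 3) without at 0.25 hours, a log2 fold change of 3.44 (standard error 0.36, adjusted p = 9.5e-11). At 0.67 hours it was 1.47 (adjusted p = 0.030), called in 1 of the 6 fits with a library left out, and at 3 hours 0.72 (adjusted p = 0.924). Fluconazole gave −0.78 at 3 hours (adjusted p = 0.0725), −1.34 at 5 hours (adjusted p = 0.0018) and −1.84 at 7 hours (adjusted p = 6.8e-04).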

Treatment with Both gave rise to a mix of these two responses, reminiscent of the expression pattern for *CRP1* in which Cu appeared to drive the early induction response, with fluconazole taking over and repressing at later timepoints. 

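Under Both, the log2 fold change of ATX1 was 3.54 at 0.25 hours (adjusted p = 2.6e-11), 1.20 at 0.67 hours, called in 2 of 6 fits with a library left out, −1.54 at 3 hours (adjusted p = 0.0013), −1.28 at 5 hours and −1.98 at 7 hours.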

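CCC2 reached 53.5 ± 7.00 CPM (SD, n = 3) at 7 hours of fluconazole, against 27.1 ± 2.26 CPM (SD, n = 3) in untreated cultures. Its log2 fold change was 0.98 (adjusted p = 5.9e-07) with fluconazole and 0.63 (adjusted p = 6.6e-04) with Both. The first passed the fold-change threshold in 4 of the 6 fits with a library left out.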

Expression of *CCC2* was not significantly impacted by the treatments, though slight induction was evident at 7 hours with fluconazole or Both. 

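The largest log2 fold change of CUP2 in size was −0.35 at 5 hours of fluconazole (adjusted p = 2.4e-04). For MAC1, Cu gave −1.11, −1.86 and −2.01 at 1, 5 and 7 hours but −0.25 at 3 hours (adjusted p = 0.924). Fluconazole gave 0.65 at 3 hours (standard error 0.15, adjusted p = 1.8e-04), 33.5 ± 1.69 CPM (SD, n = 3) against 21.5 ± 3.65 CPM (SD, n = 3). Both gave −1.25 at 3 hours (adjusted p = 2.2e-09) and −2.53 at 5 hours (adjusted p = 6.4e-19).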

Expression of *CUP2*, the transcription factor involved in the response to high Cu, was not impacted by any of the three treatments, whereas the Cu-sensing transcription factor *MAC1* that allows *C. albicans* to respond to low Cu was repressed by Cu and by Both but slightly induced by fluconazole at 3 hours, correlating with the timing of fluconazole’s induction of *CTR1*, which is regulated by Mac1.

*C. albicans* has six superoxide dismutase (SOD) enzymes: cytosolic Cu/Zn-Sod1, mitochondrial Mn-Sod2, cytosolic Mn-Sod3, and Cu-only Sod4, Sod5, and Sod6 that reside on the cell surface. With the exception of *SOD1* and *SOD6*, *SOD* transcripts were all significantly impacted by fluconazole. 

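By the thresholds on adjusted p and fold change, fluconazole changed SOD3, SOD4 and SOD5 at 1 or more time points. SOD2 had log2 fold changes of 0.45, −0.41 and −0.77 at 3, 5 and 7 hours, the last with an adjusted p of 9.2e-09. SOD1 and SOD6 were also under the fold-change threshold, at −0.97 (adjusted p = 1.5e-09) and 0.88 (adjusted p = 0.0014) at 3 hours. Each passed it in 1 of the 6 fits with a library left out. Under Both, SOD6 was at 1.33 (adjusted p = 2.2e-06).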

Although Sod3 utilizes Mn as a cofactor, the switch from Sod1 to Sod3 is understood to occur as a result of Cu limitation, not Mn availability (Li *et al.* 2015). The moderate repression of *SOD1* and significant induction of *SOD3* in our data by fluconazole alone is therefore symptomatic of a functional Cu deficiency in *C. albicans* under these conditions, as we have previously observed (Hunsaker and Franz 2019a). 

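SOD1 was at 27.6 ± 1.31 CPM (SD, n = 3) after 3 hours of fluconazole and 53.9 ± 0.64 CPM (SD, n = 3) without it, and SOD3 was at 435 ± 29.8 CPM (SD, n = 3) and 127 ± 10.0 CPM (SD, n = 3). The log2 fold change of SOD3 was 1.78 (standard error 0.20, adjusted p = 3.0e-11) at 3 hours, 0.75 at 5 hours (adjusted p = 8.4e-04) and 0.36 at 7 hours (adjusted p = 0.123). That of SOD1 was −0.32 at 5 hours and −0.69 at 7 hours. From the opposite changes of SOD1 and SOD3 under fluconazole, the paper concludes that the cells had a functional Cu deficiency.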

Cu supplementation overrode fluconazole’s effect, resulting in strong induction of *SOD1* and repression of *SOD3*. 

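With Cu alone, SOD1 rose to 187 ± 17.7 CPM (SD, n = 3) at 3 hours (adjusted p = 1.9e-18) and reached log2 fold changes of 3.41 and 3.02 at 5 and 7 hours, and with Both 2.13, 3.50 and 3.26. SOD3 was at 1.07 ± 0.42 CPM (SD, n = 3) after 3 hours of Cu, and its log2 fold changes under Both were −4.25, −6.32 and −6.05 at 3, 5 and 7 hours (adjusted p = 6.6e-22 at 3 hours).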

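The largest change of CCS1 was under Both at 3 hours, 73.8 ± 8.41 CPM (SD, n = 3) against 49.8 ± 4.44 CPM (SD, n = 3), a log2 fold change of 0.57 (adjusted p = 0.0017).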

Expression of the Cu chaperone for Sod1 (*CCS1*) was not significantly impacted by any of the treatments. *SOD4* transcripts increased upon fluconazole treatment, and even more so with Both. 

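SOD4 had a log2 fold change of 2.81 under fluconazole (standard error 0.29, adjusted p = 3.7e-12) and 4.11 under Both (standard error 0.28, adjusted p = 2.0e-19) at 3 hours, from 1.55 ± 0.67 CPM (SD, n = 3) in untreated cultures. At 5 hours the values were 1.16, called in 5 of 6 fits with a library left out, and 2.72. At 7 hours fluconazole gave −1.23 (adjusted p = 6.9e-07) and Both 0.76. Both exceeded fluconazole alone by 1.31 at 3 hours, 1.57 at 5 hours and 1.99 at 7 hours, and the call at 3 hours was lost with the replicate axis as a covariate.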

*C. albicans* has been shown to induce *SOD4* in response to Fe starvation (Schatzman *et al.* 2019), and we have previously demonstrated that fluconazole treatment depletes EPR-detectable labile Fe pools, despite a twofold increase in bulk cellular Fe (Hunsaker and Franz 2019a). These combined findings are consistent with fluconazole-induced biological Fe starvation, despite chemical Fe sufficiency. Sod5, which acquires its Cu extracellularly as opposed to through the secretory pathway (Gleason *et al.* 2014), appears to be important in *C. albicans* pathogenesis, as its deletion eradicated *C. albicans* biofilm in a rat intravenous catheter model. It is therefore interesting that fluconazole treatment resulted in a progressive increase in *SOD5* expression during the first hour followed by repression at 5 and 7 hours with the inversion occurring at 3 hours. 

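SOD5 rose under fluconazole by a log2 fold change of 1.33 at 0.67 hours (adjusted p = 0.0015) and 3.09 at 1 hour (adjusted p = 3.5e-12), where it was at 60.6 ± 13.0 CPM (SD, n = 3) against 7.06 ± 1.20 CPM (SD, n = 3). It was 0.06 at 3 hours and −3.56 at 5 hours (standard error 0.60, adjusted p = 1.4e-06), from 3.66 ± 3.62 CPM (SD, n = 3) in untreated libraries that overlapped the treated ones. At 7 hours no fluconazole library held a count and untreated expression was 0.23 ± 0.23 CPM (SD, n = 3), so a difference was not detectable at this depth (adjusted p = 0.206).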

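For Both, the log2 fold change of SOD5 was 1.14 at 0.67 hours, called in 5 of 6 fits with a library left out, 3.12 at 1 hour and 1.82 at 3 hours (standard error 0.29, adjusted p = 2.9e-07). It was −0.99 at 5 hours (adjusted p = 0.0813) and 0.85 at 7 hours (adjusted p = 0.601). Against fluconazole alone, it was 1.75 higher at 3 hours (adjusted p = 2.2e-05).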

Treatment with Both induced *SOD5* from 0.67 to 3 hours but had no significant effect on expression at 5 and 7 hours, differing from the response of fluconazole alone. Together, these results show that fluconazole impacts the suite of *SOD* transcripts in ways that can be swayed by access to Cu.

### Iron homeostasis

In *C. albicans*, Fe uptake occurs via reduction of Fe(III) to the more soluble Fe(II) by cell surface ferric reductases, followed by oxidation and internalization mediated by a MCO–Fe permease complex (Chen *et al.* 2011). *C. albicans* has as many as 17 ferric reductase-like genes, though it is unlikely all of them actually function as ferric reductases (Fourie *et al.* 2018). Cu and fluconazole each caused differential expression of several of these reductases, and the response to Both often consisted of a mixture of the responses to the individual treatments. Cu supplementation most strongly repressed the expression of ferric reductases *FRE7* and *C7_00430W*, regardless of fluconazole treatment (Figure 8). 

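Of the 132 tests of the 22 genes of Fig. 8, 18 gave a DEG under Cu (18 adjusted over the list alone), 26 under fluconazole (29), 46 under Both (47) and 32 for Both against fluconazole (34). With Cu alone at 3 hours, FRE7 was at 3.00 ± 0.13 CPM (SD, n = 3) against 234 ± 26.4 CPM (SD, n = 3), a log2 fold change of −6.28 (standard error 0.23, adjusted p = 4.5e-31), and C7_00430W was at 3.20 ± 0.76 CPM (SD, n = 3) against 138 ± 15.7 CPM (SD, n = 3), a log2 fold change of −5.39 (standard error 0.20, adjusted p = 5.2e-31). At 7 hours the 2 genes were at −4.17 and −6.59. Under Both they were at −5.47 and −5.19 at 3 hours.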

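Under fluconazole, FRP1 had a log2 fold change of 2.23 at 0.67 hours, 2.75 at 1 hour and 3.35 at 3 hours (standard error 0.38, adjusted p = 3.8e-11), and FRE7 had 0.96 at 3 hours (adjusted p = 4.3e-07) and 1.29 at 5 hours (adjusted p = 3.6e-10). The value of FRE7 at 3 hours was under the fold-change threshold and passed it in 3 of 6 other ways of fitting the counts. CFL2 was at −4.33, −3.04 and −5.01 at 3, 5 and 7 hours (adjusted p = 4.9e-27 at 3 hours), FRE10 at −1.82, −1.17 and −0.92, and C7_00430W at −0.63, −1.47 and −1.84. FRE10 passed the threshold at 5 hours in 5 of 6 fits with a library left out and at 7 hours in 2.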

Fluconazole treatment induced several ferric reductases, most notably *FRP1* and *FRE7*, and repressed others, including *CFL2*, *FRE10*, and *C7_00430W*. 

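Both gave log2 fold changes of −4.56 and −5.06 for FRE7 at 5 and 7 hours, and −6.62 and −6.53 for C7_00430W. CFL2 was at −3.79, −1.74 and −3.61 at 3, 5 and 7 hours, each less far from 0 than under fluconazole alone.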

Treatment with Both repressed *FRE7* and *C7_00430W*, presumably driven by Cu, and *CFL2*, presumably driven by fluconazole. 

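FRP1 was at 46.3 ± 5.18 CPM (SD, n = 3) after 3 hours of Both and 3.38 ± 1.14 CPM (SD, n = 3) without treatment, a log2 fold change of 3.76 (standard error 0.37, adjusted p = 6.6e-13). FRP2 rose under Both by 1.06 at 1 hour, called in 4 of 6 fits with a library left out, and by 1.71, 1.34 and 2.86 at 3, 5 and 7 hours (adjusted p = 8.3e-18 at 7 hours). With Cu alone it rose by 1.04 at 5 hours, called in 2 of those 6 fits, and by 2.31 at 7 hours (adjusted p = 1.2e-12). Fluconazole alone gave −0.71 at 5 hours.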

*FRP1* and *FRP2* were induced by Both, consistent with fluconazole’s induction of *FRP1* and Cu’s induction of *FRP2*.

**Figure 8.**
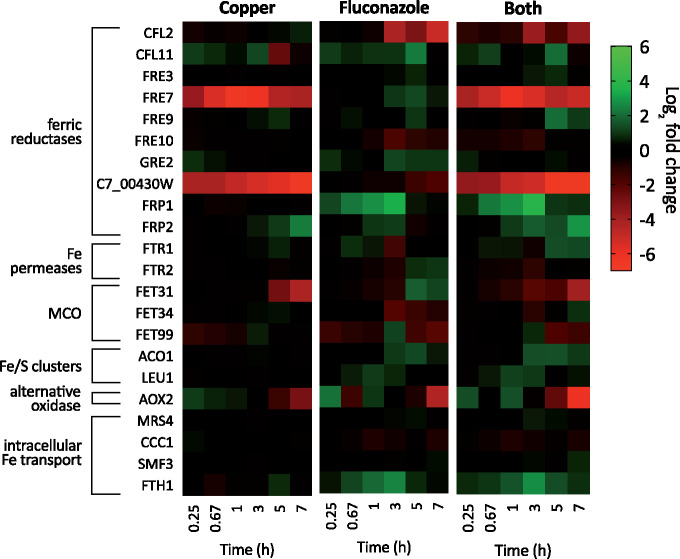
Heat maps showing log_2_ fold change expression for genes involved in Fe homeostasis. Genes are indicated on the left and timepoints (0.25, 0.67, 1, 3, 5, or 7 hours) are shown at the bottom of each map. Data are normalized to mRNA levels of untreated cells. Conditions: (Flu) = 50 µM, (CuSO_4_) = 10 µM in YPD medium. All log fold changes are shown, regardless of their statistical significance. MCO, MCO.

High affinity Fe import occurs through cell membrane Fe permeases *FTR1* and *FTR2*. Expression of these genes was not strongly impacted by Cu, but fluconazole treatment caused differential expression of both genes, regulating them in an inverse manner over time (Figure 8). 

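For FTR1, fluconazole gave a log2 fold change of −1.65 at 3 hours (standard error 0.14, adjusted p = 5.5e-16), −0.18 at 5 hours (adjusted p = 0.285) and −0.13 at 7 hours (adjusted p = 0.467). For FTR2 it gave −0.91, 0.81 and 0.95 at 3, 5 and 7 hours (adjusted p = 9.5e-07, 3.0e-05 and 8.8e-05), all under the fold-change threshold, which the last passed in 3 of 6 fits with a library left out. With Cu alone neither gene was a DEG at any time point.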

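With Both, FTR1 was at −0.65 at 3 hours (adjusted p = 2.7e-05), 1.40 at 5 hours (adjusted p = 4.6e-13) and 1.31 at 7 hours (adjusted p = 1.1e-12) in log2 fold change, and it was no DEG in the first hour, at −0.13, 0.56 and 0.53. FTR2 was at −1.19 at 3 hours (adjusted p = 2.4e-09), −0.26 at 5 hours and 0.26 at 7 hours. FTR1 was higher with Both than with fluconazole alone by 1.00 at 3 hours, a call lost with the replicate axis as a covariate, and by 1.58 and 1.44 at 5 and 7 hours.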

Treatment with Both had a unique effect on expression of *FTR1* and *FTR2*: *FTR1* was induced at almost every timepoint, except at 3 hours when it was repressed, while *FTR2* was mostly repressed and never induced. The MCO *FET31* was repressed by Cu from 5 to 7 hours but induced by fluconazole during the same period (Figure 8). 

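FET31 was at 2.34 ± 0.62 CPM (SD, n = 3) with Cu and 16.3 ± 2.49 CPM (SD, n = 3) without at 5 hours, a log2 fold change of −2.78 (adjusted p = 3.7e-07), and at −4.29 at 7 hours (adjusted p = 1.3e-11). Fluconazole gave 1.72 and 1.23 at these time points (adjusted p = 4.3e-08 and 6.5e-05), the second called in 5 of 6 fits with a library left out. At 3 hours fluconazole gave −1.07 (adjusted p = 4.5e-05), with libraries that overlapped the untreated ones and a call kept in 3 of those 6.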

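Both changed FET31 by log2 fold changes of −0.77 at 0.67 hours, under the fold-change threshold (adjusted p = 0.033), −1.05 at 1 hour, called in 3 of 6 fits with a library left out, −2.12 at 3 hours (adjusted p = 2.3e-11), −1.81 at 5 hours and −4.00 at 7 hours (adjusted p = 4.7e-12). Its difference from fluconazole alone was −1.04 at 3 hours, a call lost with the replicate axis as a covariate, and −3.54 and −5.23 at 5 and 7 hours.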

Interestingly, treatment with Both resulted in repression at every timepoint after 15 m, indicating Cu has a stronger influence at later timepoints. The impacts to two other MCOs, *FET34* and *FET99* were more subtle. 

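FET34 had log2 fold changes of −2.05 at 3 hours (adjusted p = 5.9e-18) and −1.41 at 5 hours (adjusted p = 8.5e-12) under fluconazole, and of −1.03 and 0.21 under Both, where the first was called in 5 of 6 fits with a library left out. Its difference between Both and fluconazole at 3 hours was 1.02, a call lost with the replicate axis as a covariate. FET99 was at −1.56 at 5 hours and −2.12 at 7 hours under fluconazole (adjusted p = 9.0e-06 and 4.2e-11), and at −1.85 and −1.52 under Both.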

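Under fluconazole, ACO1 had log2 fold changes of 0.98, 1.31 and 0.58 at 3, 5 and 7 hours (adjusted p = 3.2e-08, 1.4e-11 and 5.7e-04), of which the one at 5 hours passed the fold-change threshold. The value at 3 hours passed it in 3 of 6 fits with a library left out. LEU1 had 1.08 at 1 hour (adjusted p = 7.6e-11) and 0.68 at 3 hours (adjusted p = 1.3e-06).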

Transcript levels of *ACO1* and *LEU1*, which encode iron-sulfur containing proteins, were not impacted by Cu, but they were induced by fluconazole at several timepoints. Treatment with Both resulted in an expression pattern very similar to that of fluconazole, suggesting fluconazole primarily drives expression of these genes.

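With Both, ACO1 was at log2 fold changes of 1.41, 1.44 and 1.02 at 3, 5 and 7 hours (adjusted p = 1.1e-12, 7.6e-13 and 1.3e-08), the last called in 3 of 6 fits with a library left out. LEU1 was at 1.17 at 1 hour (adjusted p = 6.5e-12) and 1.01 at 3 hours (adjusted p = 4.8e-11), the second called in 5 of 6.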

Intracellular Fe homeostasis in *C. albicans* is largely mediated the Mrs4-Ccc1-Smf3 pathway (Xu *et al.* 2014). Mrs4 is a mitochondrial Fe importer, and Ccc1 and Smf3 are vacuolar Fe transporters that promote vacuolar Fe storage and export, respectively. Despite our previous observation that fluconazole treatment depletes the labile Fe pool detectable by whole-cell electron paramagnetic resonance (Hunsaker and Franz 2019a), significant differential expression of *MRS4*, *CCC1*, or *SMF3* was not detected by RNA-seq (Figure 8), as may be expected upon the change in Fe localization and speciation. However, expression of *FTH1*, a high affinity Fe transporter for intravacuolar stores of Fe, was induced upon fluconazole treatment with or without Cu supplementation, suggesting that *C. albicans* may recruit vacuolar Fe stores in response to fluconazole stress. 

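None of the 3 genes passed the fold-change threshold in the comparisons of the 3 treatments with untreated cultures. The largest values were −0.89 for CCC1 at 1 hour of fluconazole (adjusted p = 3.5e-08), 0.71 for SMF3 at 7 hours of Both (adjusted p = 2.3e-07) and 0.59 for MRS4 at 3 hours of Both (adjusted p = 6.4e-07) in log2 fold change.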

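FTH1 was at 14.6 ± 2.24 CPM (SD, n = 3) after 3 hours of fluconazole, 16.9 ± 2.02 CPM (SD, n = 3) after 3 hours of Both and 2.58 ± 1.38 CPM (SD, n = 3) without treatment. The log2 fold changes were 2.49 (adjusted p = 1.4e-14) and 2.69 (adjusted p = 5.8e-16). At 1 hour they were 1.95 and 1.56, at 5 hours 0.74 and 1.39, and at 7 hours 0.34 (adjusted p = 0.0807) and 0.87. From the rise of FTH1 with and without Cu, the paper proposes that cells draw on vacuolar Fe under fluconazole.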

Recruitment of vacuolar Fe is consistent with an increased need for this metal to support the synthesis of Fe-containing proteins, including but not limited to Cyp51, the heme-containing target of fluconazole.

### Manganese homeostasis

Several genes in the *C. albicans* genome have been annotated as having a role in Mn homeostasis, primarily based on orthologous genes in *S. cerevisiae* (Reddi *et al.* 2009). Genes involved in Mn homeostasis had an overall lower change in expression relative to other metal regulons in response to treatment with Cu, fluconazole, or Both. 

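Of the 66 tests of the 11 genes of Fig. 9, edgeR called 1 DEG under fluconazole (MTM1 at 5 hours), 5 under Both and 2 for Both against fluconazole, with the same counts adjusted over the list alone. Under Cu it called 0, with an unadjusted p under 0.05 in 8 tests and 0 DEGs by DESeq2 and by limma-voom. At any fold, the edgeR adjusted p under Cu was under 0.05 in 5 tests. The log2 fold changes ranged from −0.65 to 0.53 under Cu, −0.89 to 1.53 under fluconazole and −1.24 to 1.27 under Both.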

*SMF12* is a Mn transporter that is an ortholog of *S. cerevisiae* *SMF1*. Smf1 localizes to the cell surface during Mn starvation but is directed to the vacuole for degradation under Mn replete conditions (Liu and Culotta 1999; Portnoy *et al.* 2000). However, Smf proteins can be promiscuous in the metal ions they transport, and Smf1 has been shown to contribute to cellular accumulation of cadmium and Cu. 

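SMF12 had log2 fold changes of −0.63, −0.65 and −0.60 under Cu at 3, 5 and 7 hours (adjusted p = 0.002, 5.1e-04 and 8.0e-04). Under Both they were −1.23, −1.03 and −1.24 (adjusted p = 1.3e-12, 4.1e-10 and 1.1e-12), the second called in 4 of 6 fits with a library left out, and under fluconazole −0.16, 0.08 and −0.30. At 3 hours it was at 65.0 ± 5.21 CPM (SD, n = 3) with Both, 98.9 ± 8.62 CPM (SD, n = 3) with Cu and 153 ± 5.19 CPM (SD, n = 3) without treatment. Its difference between Both and fluconazole at 3 hours was −1.06, a call lost with the replicate axis as a covariate.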

A potential role in low affinity Cu transport could explain why *SMF12* is downregulated by Cu and even more downregulated by Both (Figure 9).

**Figure 9.**
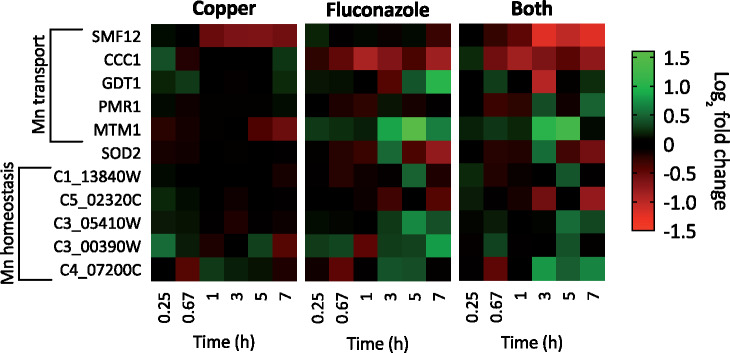
Heat maps showing log_2_ fold change expression for genes involved in Mn homeostasis. Genes are indicated on the left and timepoints (0.25, 0.67, 1, 3, 5, or 7 hours) are shown at the bottom of each map. Data are normalized to mRNA levels of untreated cells. Conditions: (Flu) = 50 µM, (CuSO_4_) = 10 µM in YPD medium. All log fold changes are shown, regardless of their statistical significance.

The vacuolar Fe transporter *CCC1* is also believed to transport Mn ions. Repression of *CCC1* was evident in cells treated with fluconazole or Both (Figure 9), a finding in line with *C. albicans* reducing storage of Fe and/or Mn during adaptation to fluconazole stress. 

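CCC1 was at 36.1 ± 2.86 CPM (SD, n = 3) after 3 hours of fluconazole and 59.8 ± 3.11 CPM (SD, n = 3) without it, a log2 fold change of −0.73 (adjusted p = 1.5e-06), and Both gave −0.65 (adjusted p = 1.1e-05). The values were −0.85 for Both at 1 hour and −0.84 and −0.77 for fluconazole and Both at 7 hours, all under the fold-change threshold.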

PMR1 is a secretory pathway P-type ATPase that transports Ca(II) and Mn(II) ions to the Golgi. *GDT1* is also a transmembrane Ca(II) and Mn(II) transporter that supports the function of *PMR1* for Ca and Mn transport into the Golgi. 

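GDT1 had a log2 fold change of −0.97 under Both at 3 hours (standard error 0.18, adjusted p = 9.4e-06) and of 0.97 under fluconazole at 7 hours (standard error 0.20, adjusted p = 4.6e-05). Each passed the fold-change threshold in 2 of 6 fits with a library left out. Both gave 0.20 at 7 hours (adjusted p = 0.402). The largest value of PMR1 under Both was 0.47, at 7 hours.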

Although neither of these genes were strongly impacted under our conditions, repression of GDT1 by Both was evident at 3 hours and induction of *GDT1* by fluconazole occurred at 7 hours (Figure 9).

In *S. cerevisiae*, *MTM1* is a crucial component for Sod2 activation in mitochondria and thought to function as a Mn chaperone for Sod2. Interestingly, *MTM1* was induced by fluconazole and by Both at several timepoints, most strongly at 5 hours. 

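MTM1 was at 39.3 ± 3.96 CPM (SD, n = 3) after 5 hours of fluconazole and 13.5 ± 0.94 CPM (SD, n = 3) without it, a log2 fold change of 1.53 (adjusted p = 3.6e-15). Both gave 1.27 at 5 hours (adjusted p = 8.0e-12). At 3 hours fluconazole gave 0.77 (adjusted p = 7.5e-07) and Both 1.02 (adjusted p = 7.4e-10), the latter called in 4 of 6 fits with a library left out.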

Additional genes thought to be involved in Mn homeostasis but for which exact roles are not known also showed some changes in expression (Figure 9).

### Zinc Homeostasis

*C. albicans* has two plasma membrane zinc importers, Zrt1 and Zrt2, which are positively regulated by transcription factor *CSR1* (also known as *ZAP1*) and expressed under neutral and acidic pH, respectively. 

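Of the 42 tests of the 7 genes of Fig. 10 with enough counts, 8 gave a DEG under fluconazole and 8 under Both, also when adjusted over the list alone. Under Cu and for Both against fluconazole edgeR called 0 DEGs, with an unadjusted p under 0.05 in 4 and 8 tests and 0 DEGs by DESeq2 and limma-voom. At any fold, the edgeR adjusted p was under 0.05 in 1 and 4 tests. CSR1 was at 6.10 ± 1.00 CPM (SD, n = 3) after 7 hours of fluconazole and 96.3 ± 9.14 CPM (SD, n = 3) without it, a log2 fold change of −3.96 (standard error 0.17, adjusted p = 5.4e-28). Both gave −4.04 at 7 hours and −1.26 at 5 hours. Fluconazole gave −1.18 at 5 hours (adjusted p = 9.3e-08), called in 5 of 6 fits with a library left out.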

*CSR1* was repressed by fluconazole and by Both at 5 hours and even more repressed at 7 hours (Figure 10). *ZRT2* was also repressed from 5 to 7 hours, regardless of Cu supplementation.

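The log2 fold change of ZRT2 was −3.13 at 5 hours (adjusted p = 6.4e-28) and −5.67 at 7 hours (standard error 0.15, adjusted p = 5.2e-38) under fluconazole, from 1142 ± 261 CPM (SD, n = 3) to 22.3 ± 2.39 CPM (SD, n = 3) at 7 hours. Under Both it was −2.75 and −4.92. Against fluconazole alone, ZRT2 was higher with Both by 0.38 at 5 hours (adjusted p = 0.308) and by 0.75 at 7 hours (adjusted p = 7.4e-05). Both values were under the fold-change threshold. ZRT1 had too few counts to be tested.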

**Figure 10.**
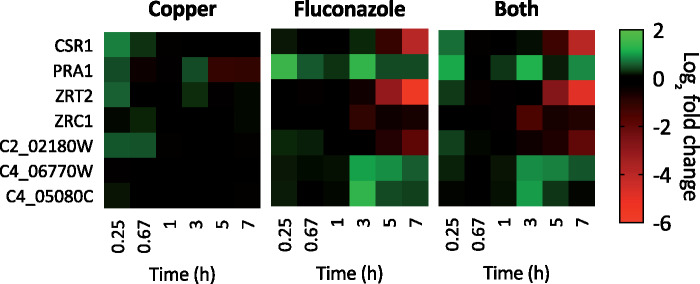
Heat maps showing log_2_ fold change expression for genes involved in Zn homeostasis. Genes are indicated on the left and timepoints (0.25, 0.67, 1, 3, 5, or 7 hours) are shown at the bottom of each map. Data are normalized to mRNA levels of untreated cells. Conditions: (Flu) = 50 µM, (CuSO_4_) = 10 µM in YPD medium. All log fold changes are shown, regardless of their statistical significance.

In addition to the expression of membrane transporters, *C. albicans* secretes a Zn-binding protein called Pra1 that scavenges extracellular Zn and delivers it to the fungal cell via Zrt1 (Citiulo *et al.* 2012). 

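PRA1 was at 1.96 ± 0.61 CPM (SD, n = 3) after 3 hours of fluconazole and 0.74 ± 0.40 CPM (SD, n = 3) without it, a log2 fold change of 1.33 (adjusted p = 0.010) called in 5 of 6 fits with a library left out. Both gave 1.18 at 3 hours (adjusted p = 0.023), called in 4 of 6. At 5 and 7 hours neither was called, with adjusted p = 0.535 and 0.657 for fluconazole and 0.802 and 0.287 for Both.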

Interestingly, although *ZRT2* was repressed by fluconazole, *PRA1* was induced by fluconazole and by Both at several timepoints (Figure 10), suggesting *C. albicans* relies more heavily on Zn scavenging versus direct import under these conditions. Following import, Zn is stored in vesicular compartments termed “zincosomes,” a process essential for tolerance to Zn that is mediated by Zn transporter Zrc1 (C2_02200W) (Crawford *et al.* 2018). *ZRC1* was slightly repressed by fluconazole and by Both at 3 hours. 

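ZRC1 had a log2 fold change of −1.10 under fluconazole (adjusted p = 6.6e-09) and −1.52 under Both (adjusted p = 8.6e-13) at 3 hours, with 45.1 ± 3.38, 33.6 ± 5.64 and 97.0 ± 9.72 CPM (SD, n = 3 each) for fluconazole, Both and untreated cultures. At 7 hours it was at −0.66 and −0.81.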

*C2_02180W* is an ortholog of *S. cerevisiae* *ZRT3*, a vacuolar Zn transporter that mobilizes stored Zn for use in the cytosol during Zn deficiency. 

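C2_02180W, listed in the files by its locus tag, had log2 fold changes of −0.23, −0.83 and −1.93 under fluconazole at 3, 5 and 7 hours (adjusted p = 0.406, 5.9e-04 and 2.2e-11). Under Both they were −0.50, −0.75 and −1.99 (adjusted p = 0.0523, 0.003 and 1.2e-11). At 7 hours it was at 11.7 ± 0.58 CPM (SD, n = 3) with fluconazole and 44.9 ± 3.86 CPM (SD, n = 3) without. Those calls held in each of the 6 fits with a library left out.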

Its expression was not significantly impacted by any of the three treatment conditions. *C4_06770W* and *C4_05080C* are predicted Zn transporters localized to the endoplasmic reticulum. 

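C4_06770W had log2 fold changes of 0.98 and 0.89 under fluconazole and Both at 3 hours (adjusted p = 8.2e-11 and 1.6e-09), 0.88 and 0.82 at 5 hours and 0.57 and 0.50 at 7 hours. The value for fluconazole at 3 hours passed the fold-change threshold in 3 of 6 other ways of fitting the counts. C4_05080C had 1.29 and 1.00 at 3 hours (adjusted p = 3.5e-14 and 1.8e-10), the second called in 4 of 6 fits with a library left out, and 0.43 and 0.32 at 5 hours.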

Interestingly, they are each induced by fluconazole and by Both beginning at 3 hours.

### Ergosterol biosynthesis

Ergosterol biosynthesis is a 25-step process consisting of three pathways: mevalonate, late, and alternate (Bhattacharya *et al.* 2018). Inhibition of Cyp51 (gene product of *ERG11*) by azoles activates a split from the late pathway to the alternate pathway, resulting in the synthesis of alternate sterols that allow *C. albicans* to survive in the absence of ergosterol. The genes involved in the alternate pathway are indicated by a dashed line in Figure 11.

**Figure 11.**
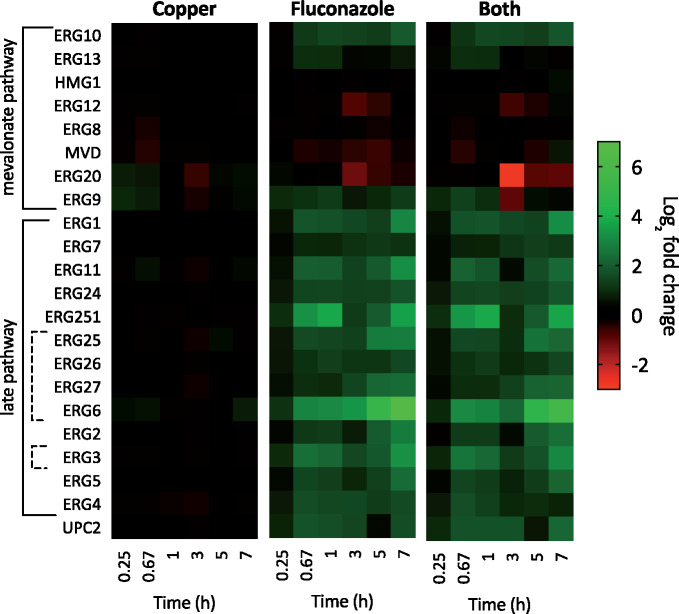
Heat maps showing log_2_ fold change expression for genes involved in ergosterol biosynthesis after 0.25, 0.67, 1, 3, 5, or 7 hours of treatment. Genes are listed in order as they appear in the pathway. Genes involved in the alternate pathway are indicated by dashed lines. UPC2 is the transcription factor that activates sterol biosynthesis genes. Data are normalized to mRNA levels of untreated cells. Conditions: (Flu) = 50 µM, (CuSO_4_) = 10 µM in YPD medium.

There is an established role for Cu in lipid metabolism, and treatment with millimolar levels of Cu has been shown to increase flux through the ergosterol biosynthetic pathway of yeast, resulting in significantly higher levels of ergosterol and its precursors that suppress the effectiveness of statins. Statins inhibit 3-hydroxy-3-methylglutaryl (HMG)-CoA reductase (gene product of *HMG1*) (Maciejak *et al.* 2013), an enzyme upstream of lanosterol 14α-demethylase (*ERG11*) in the ergosterol biosynthetic pathway. The same report illustrated that supplementation with 1–2 mM CuSO_4_ or ZnSO_4_ rescued growth of ketoconazole-treated cells (Fowler *et al.* 2011), a finding that contrasts with our discovery that ketoconazole-treated *C. albicans* cells have reduced growth when supplemented with 100 µM Cu (Hunsaker and Franz 2019b). However, the statin experiments were performed in *S. cerevisiae*, not *C. albicans*, and much higher Cu concentrations were used. Furthermore, Cu supplementation was performed after statin treatment, rather than concurrently as in our experiments.

Given the link between Cu and lipid metabolism, we wondered if Cu may influence ergosterol biosynthesis in ways that impact *C. albicans’* recovery from fluconazole treatment. As shown in Figure 11, this level of Cu alone did not impact the expression of genes in this pathway, while fluconazole did, as expected. 

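For the 22 genes of Fig. 11, 74 of 132 tests gave a DEG under fluconazole (76 adjusted over the list alone), 67 under Both (68) and 4 for Both against fluconazole (4). Under Cu, edgeR gave an adjusted p under 0.05 in 0 tests, DESeq2 and limma-voom also in 0, and 9 tests had an unadjusted p under 0.05. The log2 fold changes under Cu ranged from −0.54 for ERG20 at 3 hours to 0.89 for ERG9 at 0.25 hours. From 0.25 to 7 hours, 1, 15, 14, 14, 14 and 16 of the genes were DEGs under fluconazole. The smallest adjusted p under Cu was 0.197, for ERG25 at 5 hours.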

The most highly induced gene was *ERG6*, which mediates the transition from the late to the alternate pathway during fluconazole stress, suggesting this adaptation mechanism occurs under our conditions. 

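ERG6 was at 1724 ± 286 CPM (SD, n = 3) after 7 hours of fluconazole and 17.8 ± 1.80 CPM (SD, n = 3) without it, a log2 fold change of 6.60 (standard error 0.41, adjusted p = 5.6e-20), and its values at 3 and 5 hours were 3.32 and 4.97. At 1 hour ERG251 reached 3.80 (standard error 0.19, adjusted p = 3.7e-24). From the rise of ERG6, the paper proposes that cells pass to the alternate pathway under these conditions.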

In general, supplementation with Cu did not change the expression of these genes relative to fluconazole alone, indicating that this modest level of Cu does not impact flux through the ergosterol biosynthetic pathway at the transcriptional level. 

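Under Both, 1, 15, 14, 10, 13 and 14 of the 22 genes were DEGs from 0.25 to 7 hours. ERG6 was at 2.21, 4.65 and 5.51 at 3, 5 and 7 hours. Against fluconazole alone, the 4 calls were ERG6 at 3 hours (−1.12, adjusted p = 0.012) and 7 hours (−1.08, adjusted p = 0.0053), and ERG20 (−1.64, adjusted p = 0.0071) and ERG9 (−1.59, adjusted p = 0.0059) at 3 hours. Each was lost with the replicate axis as a covariate, at −0.15, −0.09, −0.41 and −0.40. With single libraries left out, the 3 calls at 3 hours held in 4, 5 and 5 of 6 fits. ERG11 was at 1.37 under fluconazole and 0.45 under Both at 3 hours, and at 3.17 and 2.25 at 7 hours. At any fold, Both differed from fluconazole at an adjusted p under 0.05 in 18 of 132 tests, 7 at 3 hours and 11 at 7 hours. How many of these held with the replicate axis is not given here.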

Interestingly, however, a transcriptome study of *C. albicans* under much higher levels of excess Cu (2 mM) did find many repressed transcripts in the ergosterol pathway, including *UPC2* (Khemiri *et al.* 2020).

### Heme synthesis

We previously reported that growth of cells co-treated with fluconazole and Cu is rescued upon supplementation with heme (Hunsaker and Franz 2019a), a result that initially led to the hypothesis that Cu interferes with heme synthesis in fluconazole-treated cells. However, total cellular heme levels were two to three times higher in cells treated with fluconazole, regardless of Cu supplementation (Hunsaker and Franz 2019a).

*C. albicans* synthesizes heme through an 8-step pathway that begins with the formation of 5-aminolevulinc acid (ALA), catalyzed by 5-aminolevulinate synthase (gene product of *HEM1*), and ends with insertion of Fe into the porphyrin ring by ferrochelatase (*HEM15*) (Barupala *et al.* 2016). 

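HEM1, HEM2, HEM3, HEM4, HEM13, HEM14 and HEM15 were tested, and HEM12 is not among the symbols listed. Over 42 tests under Cu, edgeR gave an adjusted p under 0.05 in 0, DESeq2 and limma-voom in 0, and 2 had an unadjusted p under 0.05. The log2 fold changes ranged from −0.36 for HEM2 at 0.67 hours to 0.55 for HEM14 at 0.25 hours. Fluconazole and Both gave 2 DEGs each, and Both against fluconazole 1, the same counts as when adjusted over the list alone.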

As shown in Figure 12, Cu alone had a modest but not particularly strong impact on the expression of genes in the heme biosynthetic pathway. In contrast, fluconazole had a more robust effect, with protoporphyrinogen oxidase (*HEM14*) standing out as the most upregulated gene of the series across all timepoints. 

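HEM14 had log2 fold changes of 0.91, 0.74, 0.91, 0.84, 0.58 and 1.07 under fluconazole from 0.25 to 7 hours. The adjusted p was 0.782, 0.234, 0.030, 0.0034, 0.038 and 5.0e-04. Only the value at 7 hours was called, in 5 of 6 fits with a library left out, at 58.7 ± 13.6 CPM (SD, n = 3) against 27.9 ± 2.76 CPM (SD, n = 3). HEM13 was called there as well, at 1.06 (adjusted p = 9.0e-06), in 4 of 6 fits.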

Protoporphyrinogen oxidase catalyzes the penultimate step in the pathway, converting protoporphyrinogen IX to protoporphyrin IX. 

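With Both, HEM14 was at log2 fold changes of 0.84, 0.98 and 0.69 at 0.25, 0.67 and 1 hour, with adjusted p = 0.71, 0.041 and 0.166. At 3, 5 and 7 hours it was at −0.16, 0.38 and 0.04. Against fluconazole alone it was lower by −1.00 at 3 hours (adjusted p = 0.0071), not past the fold-change threshold, and by −1.03 at 7 hours (adjusted p = 0.0014), a call made in 2 of 6 fits with a library left out and lost with the replicate axis as a covariate.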

Interestingly, cells treated with Both induced *HEM14* within the first hour, but then expression declined, pointing to an effect of Cu swaying the inherent response to fluconazole. In addition to *HEM14*, Cu also had a fluconazole-reversing effect for *HEM1* and *HEM12*. 

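HEM1 was at 99.9 ± 9.50 CPM (SD, n = 3) after 7 hours of fluconazole, 170 ± 21.8 CPM (SD, n = 3) after Both and 168 ± 15.8 CPM (SD, n = 3) without treatment. Its log2 fold change was −0.75 under fluconazole (adjusted p = 5.9e-06) and 0.02 under Both, and 0.77 for Both against fluconazole (adjusted p = 2.0e-05).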

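At 7 hours, HEM2 was at 0.13 under fluconazole and 0.72 under Both (adjusted p = 3.6e-05), and HEM13 at 1.15 under Both (adjusted p = 1.6e-06), called in 5 of 6 fits with a library left out. HEM3 was at −0.48 (adjusted p = 0.041) and −1.35 (adjusted p = 1.6e-07). HEM15 was at −0.80 and −0.74 at 5 hours (adjusted p = 1.1e-08 and 1.1e-07), and HEM4 at −0.61 under Both at 3 hours (adjusted p = 2.2e-04).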

In other steps, addition of Cu mostly matched or even accentuated the fluconazole response, especially at later time points, for example, induction of *HEM2* and *HEM13* and repression of *HEM3*, *HEM4*, and *HEM15*. These results intimate that fluconazole instigates disarray in the heme supply chain, which can be exacerbated by Cu.

**Figure 12.**
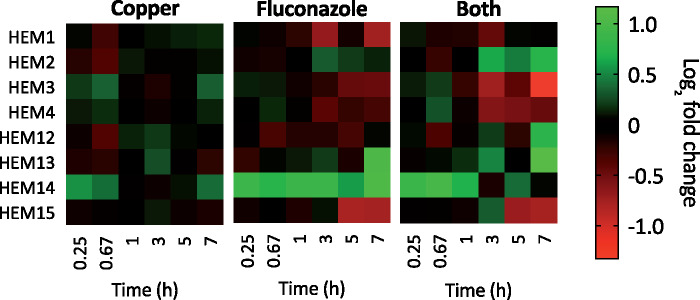
Heat maps showing log_2_ fold change expression for genes involved in heme biosynthesis, after 0.25, 0.67, 1, 3, 5, or 7 hours of treatment. Genes are listed in order as they appear in the pathway. Data are normalized to mRNA levels of untreated cells. Conditions: (Flu) = 50 µM, (CuSO_4_) = 10 µM in YPD medium.

## Conclusion

When *C. albicans* cells are pushed outside of homeostasis, either by elevated Cu levels or by fluconazole stress, they alter gene expression to neutralize the stress and restore homeostasis. This study was designed to uncover clues in the transcriptional response that might explain why slight elevation in Cu concentration diminishes *Candida’s* tolerance to fluconazole. Performing RNA-seq in a time course format allowed visualization of the dynamics of the cellular response, thereby removing limitations associated with analyzing only a single snapshot in time. We identified that fluconazole and Cu compete for control over gene expression during co-treatment with Both, and in the event that the transcriptomic response to Cu conflicts with the response to fluconazole, one of these treatments most often “wins out” to drive gene expression. In a significant number of cases, though, the transcriptomic response was uniquely driven by the combination treatment, underscoring the complexity and integrated nature of the cellular response.

Our analysis of differentially regulated genes has not revealed a “smoking gun” vulnerability created by the presence of Cu, but rather points to a wider array of “small cuts” that link *Candida’s* relative sensitivity to fluconazole with its ability to regulate Cu import. These small cuts showed up in the array of biological processes and pathways uniquely enriched by the combination treatment, as well as cases where the addition of Cu enhanced or countered the response to fluconazole on its own. Focusing specifically on metal homeostasis processes revealed that fluconazole itself induces changes in heme biosynthesis and metal homeostasis, especially for Fe and Cu, but also Zn and to a lesser extent Mn. The simultaneous induction of Cu import and storage with repression of Cu export in response to fluconazole suggests that *C. albicans* senses functional Cu deficiency and initiates processes to acquire and retain it. Our prior results showing that mutant strains lacking *MAC1*, *CTR1*, *CRP1*, *CUP1*, and *CCC2* are more susceptible to fluconazole than wild type are consistent with this idea that regulating Cu import helps *C. albicans* manage fluconazole stress (Hunsaker and Franz 2019a). Others have also reported increased susceptibility of a *MAC1* deletion strain to azole drugs, while also noting a reduced ability of this strain to adhere to and damage HT-29 enterocytes, which points to the importance of Cu regulation for virulence in a host (Khemiri *et al.* 2020).

It is important to emphasize that the low micromolar level of Cu used in our study did not impose an intrinsic stress to cells, but was sufficient to activate genes in the Cu regulon, thereby indicating that cells had to work to maintain Cu homeostasis. Responding to fluconazole stress could cause cells to become vulnerable to these otherwise sub-acute levels of Cu. Conversely, the effort of regaining Cu homeostasis may predispose cells to damage by fluconazole. As revealed by GO and KEGG enrichment analyses, fighting these dual fronts ultimately results in cells differentially regulating genes across a wide array of biological processes and pathways. Conditions of more severe Cu restriction or Cu overload would be likely to exacerbate these responses. Indeed, high levels of Cu have been shown to repress several genes in the ergosterol pathway which were largely unaffected under the low Cu used in our study (Khemiri *et al.* 2020).

Interestingly, regulation of genes associated with many of the same metabolic processes uncovered in our study are known to be essential for *Candida* to thrive in human hosts, and Cu homeostasis has been found as essential for this regulation. These results are important because the relative availability of metals to the pathogen varies based on the site and the progression of the infection. During *C. albicans* infections, Cu is limited in the kidney but available in excess in serum, an observation that may be a consequence of a global host response to infection and inflammation that signals reprioritization of Cu utilization (Besold *et al.* 2016; Culbertson *et al.* 2020). Thus, our finding that even small changes in Cu availability affect how the *C. albicans* transcriptome responds to fluconazole treatment could have implications for antifungal therapy to treat infections in which the niche Cu environment may be high or low.

## Data Availability

The authors state that all data necessary for confirming the conclusions presented in the article are represented fully within the article and accompanying Supplemental Material. Supplemental File S1 contains supplemental Materials and Methods describing the RNA isolation, preparation of libraries for sequencing, methods for processing RNA-seq data, methods for ICP-MS measurements, and Supplementary Figures S1, S2, and Supplementary Table S1. Full gene lists with log fold changes and *P*-values for all conditions and timepoints are provided in Supplemental File S2, tables of all the significant DEGs at each timepoint and their designated clusters are provided in Supplemental File S3, results from the GO and KEGG enrichment tests for all clusters at all timepoints are provided in Supplemental Files S4 and S5, respectively, definitions of GO Trim categories are in Supplemental File S6, and full GO Trim enrichment data is available in Supplemental File S7. The RNA sequencing data were deposited into NCBI’s Gene Expression Omnibus database under accession number GSE159545. Supplemental Material available at figshare: https://doi.org/10.25387/g3.14025080.

How the deposited data were processed for this re-analysis (not part of the article)

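Poly(A) RNA of C. albicans SC5314 was sequenced from 75 libraries made with a stranded library kit: untreated cultures before treatment and at 6 time points from 0.25 to 7 hours, and cultures with Cu, fluconazole (Flu) or the pair (Both) at those 6 time points, 3 replicates each. Conditions and replicate numbers were taken from the sample titles, and 0 per-sample columns were left without a sample.

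The authors deposited expected counts per gene made with RSEM, for each library and in a table of the series whose values are equal to those of the libraries within 0.5. They had not normalized these values. The deposited expected counts are not whole for 77 genes, of which C4_04200C is the 1 gene among those named here, and they were rounded to whole numbers here. The versions of RSEM and the aligner, the trimming, the genome build and the use of strand in the counting are not given in the sources used here. The genes' names and which genes neighbour each other were checked in the reference annotation ASM18296v3, where 6258 of the 6263 identifiers were found and 5 were not. No coordinates are given. Where the counting did not use strand, reads of a gene can count for an overlapping gene on the opposite strand, and this was not tested.

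Genes were kept with edgeR's filterByExpr function with a minimum count of 10 over the 25 groups, which left 5745 genes. Library sizes were scaled with TMM, and the quasi-likelihood model of edgeR 4.0.16 under R 4.3.3 was fitted to all libraries with robust dispersion estimates and 50 residual degrees of freedom. Each treatment was compared with untreated cultures of the same time point, Both with Flu, untreated cultures with those at 0 hours, and the difference between Both and Flu with the difference between Cu and untreated cultures (the interaction). Benjamini-Hochberg adjustment was applied over all genes within a comparison. A differentially expressed gene (DEG) had an adjusted p under 0.05 and a log2 fold change of at least 1 in size, and for the Top DEGs of at least 2, as the paper states. For the interaction, an adjusted p under 0.05 was asked at any fold change. Clusters and their types follow the paper's Table 1. The paper's text does not name the tool behind its own DEGs.

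Total counts per library lay between 4019906 and 11019823. Replicates of every group differed by more than counting error, and intervals given for shares (95%, Clopper-Pearson) cover counting error only. Deviations from the group means were correlated between libraries with the same replicate number to see whether the numbers pair the libraries. For Flu and Both, 18 of 18 such pairs were over 0.1, between 0.117 and 0.671 with a median of 0.257, so the numbers pair Flu with Both. This pairing comes from the counts, not from the labels. For the other pairs of treatments 8 to 14 of 18 were over 0.1.

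The alternatives set before the data were examined were the median-of-ratios size factors, DESeq2 1.42.0, limma-voom (limma 3.58.1), no filter on low counts, the libraries of the time point only, the replicate number as a block, each library left out in turn, and, for the clusters, the adjusted p without a threshold on the fold change. Chosen after the data were seen were the replicate number as a block within each time point, the mean fragment length as a covariate, and the replicate axis as a covariate. The replicate axis is the first singular vector of log2 CPM (prior count of 2) minus the group mean, learned without the libraries of the time point it is applied to. It was first computed on all libraries and then changed so that a time point does not enter its own axis. It can take up true differences between groups as well as technical ones.

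The genes named in the text follow a rule set at the start: all genes the paper names in its text on metal homeostasis, ergosterol and heme synthesis and in Figs. 1 and 7 to 12, and the 3 genes with the largest rise and the 3 with the largest fall for Both against Flu, the interaction and untreated cultures at 7 hours against 0 hours. HEM12 was not found among the symbols, and CUP1 and ZRT1 had too few counts to be tested. Gene sets for ribosomal proteins, mitochondrial ribosomal proteins, ribosome biogenesis, the citrate cycle, peroxisome biogenesis and ergosterol synthesis were drawn up by symbol and tested for membership of Clusters 10 and 11 with Fisher's exact test (36 tests), and their fold changes with limma's camera and fry (36 tests each). The paper's lists of GO, KEGG and GO Trim terms were not used.

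The model was tested on counts simulated from the libraries of Flu and of untreated cultures at 3 hours, with 200 of 5745 genes changed by known folds. edgeR recovered 193 of them (96.5%) with 1 false call, limma-voom 192 and DESeq2 191, the latter 2 on 5736 genes. Every known fold was past the fold-change threshold. Counts were drawn apart for each gene and library, without the replicate axis or the pairing of Flu with Both. The result thus does not cover genes near the threshold or calls that move with the axis.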

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

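The tests in this part with splits of the libraries, permuted residuals, library depth, the replicate axis and mean fragment length were chosen only after the results were seen.

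The response to Cu differed between fluconazole-treated and untreated cultures, by a test of the difference itself, for 4 genes at 3 hours, 8 at 5 hours and 1208 at 7 hours (654 positive and 554 negative). In 100 splits fitted on the libraries of the time point only, the true one included, where the true groups gave 8 genes at 3 hours and 3 at 5 hours, 7 splits gave as many at 3 hours, 5 at 5 hours and 1 at 7 hours, and for a gene under the threshold at both 3 and 5 hours (CTR1) it was 1. These splits decide nothing on chance, since mixed labels still carry the differences between treatments. At 3 hours 6 of the 6 other splits with as many kept the true Flu and Both groups. At 5 hours 3 of the other such splits kept them, and 1 kept neither pair of groups and gave 547 genes. In place of the splits, the residuals of whole libraries around a model without interaction were permuted (limma on log2 CPM, libraries of the time point only). With the true order included, 2 of 100 permutations gave as many as the 6 genes at 3 hours. At 5 hours 3 gave as many as the 3 genes, and at 7 hours 1 as many as the 1572 genes. This argues against chance at the 3 time points if library residuals can be exchanged. The pairing of Flu with Both puts that condition in doubt. The largest counts among the other permutations were 416, 1791 and 915. In the model of all libraries, SOD1 and MAC1 at 3 hours and CTR1 at 5 hours were called in 12 of 12 fits with a library left out. With mean fragment length as a covariate the count at 7 hours was 1675, which argues against fragment length as its cause. With the replicate axis as a covariate it was 99, and across genes the axis had r = −0.739 with the interaction at 7 hours. The axis is thus a candidate explanation for most of the count. Since 99 genes were still called, it is not shown to be the whole cause. The axis separated Both at 7 hours (scores of −41.5 to −29) from Flu (−16.8 to −2.1) and also differed between replicates of 1 group, and what it stands for is unknown. A joint effect of Cu and fluconazole is open as well, since the covariate can remove it. Single libraries carried much of the count: it was 289 without Both replicate 3, 549 without Flu replicate 2, 656 without Flu replicate 1, 675 without Both replicate 1, 682 without Untreated replicate 1 and 791 without Cu replicate 1. At 3 hours the count was 2 without Untreated replicate 2 or 3 or without replicate 2 of Cu, Flu or Both, and at 5 hours it was 5 without Flu replicate 1 or Both replicate 3.

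The untreated cultures at 0 hours, for which the paper's text gives no result, differed from untreated cultures at each later time point. There were 871 DEGs at 0.25 hours (282 higher and 589 lower than at 0 hours), 370 at 0.67 hours, 342 at 1 hour, 324 at 3 hours, 1877 at 5 hours and 2613 at 7 hours. In each of the 6 comparisons the true split gave the largest count, 1 of 10 with as many, and 10 splits are too few for this test to decide anything. Total counts do not account for the DEGs at 0.25 hours: they ran from 5840209 to 7626039 there, on either side of the 6012634 to 6264314 at 0 hours. The TMM factors did differ, at 1.28 to 1.35 at 0 hours and 0.788 to 1.08 at 0.25 hours. What this difference in composition contributes was not tested. At 0.25 hours 622 DEGs were called with the replicate axis as a covariate, so the axis is not the whole cause. The course of growth and the handling of the cultures at the start could each contribute, and neither was tested apart from the other. At 7 hours, THI4 was at 6014 ± 702 CPM (SD, n = 3) against 2.70 ± 0.16 CPM (SD, n = 3) at 0 hours, and IHD1 at 0.38 ± 0.35 CPM (SD, n = 3) against 112 ± 7.29 CPM (SD, n = 3).

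Counts of CUP1, which the paper states did not appear in its sequencing data, were present in 59 libraries. There were 70 counts in the 18 libraries with Cu at 0.25 to 1 hour and 14 in the 18 without. The total counts of the first divided by those of the second were 1.01, so depth does not account for the difference. Reads of another gene counted for CUP1 were not tested, and a response to Cu is open. With so few counts no fold change is given.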

How the results depend on the processing

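The block within each time point, the replicate axis and the fragment length were chosen only after the results were seen, and the other settings were planned.

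With the median-of-ratios size factors, no count of DEGs or of cluster genes moved by over 1.5 times. Of 2647 results for named genes, 3 calls were lost and 10 gained there, 8 and 20 with DESeq2, 19 and 9 with limma-voom, 1 and 2 without the low-count filter, 26 and 15 with the libraries of the time point only, 1 and 9 with the replicate number as a block, 2 and 18 with the block within each time point, 45 and 23 with the replicate axis and 20 and 17 with fragment length. With single libraries left out, 85 results lost a call and 64 gained one over 15978 fits. No call was reversed in any of these. The cause was not tested for any value that moved.

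DESeq2 gave 13 DEGs for Flu at 0.25 hours (8 with edgeR), 1 gene in Cluster 10 at 0.25 hours (2), 20 in Cluster 11 at 0.67 hours (13) and 3 citrate cycle genes in Cluster 11 at 3 hours (4), where the adjusted p was no longer under 0.05. limma-voom gave 1 gene in Cluster 10 at 0.25 hours and 2 interaction genes at 3 hours (4). Without the low-count filter Cluster 10 at 0.25 hours held 1 gene and the share of Clusters 13 and 8 among Top DEGs was 76.8% (80.6). With the replicate number as a block Cluster 10 at 0.25 hours held 1 gene, and no other count moved by over 1.5 times.

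With the libraries of the time point only, there were 5 DEGs for Flu and 17 for Both (26) at 0.25 hours, 0 and 2 genes in Clusters 10 and 11 (2 and 6) at 0.25 hours, 13 DEGs for Cu at 5 hours (22) and 22 for Both against Flu at 5 hours (34). At any fold, 2246 genes differed between Both and Flu at 3 hours (1440) and 23 at 5 hours (64), and the interaction held 8 genes at 3 hours and 3 at 5 hours (8). By adjusted p alone, Clusters 10 and 11 held 38 and 35 genes at 0.67 hours (0 and 13), 20 and 52 at 1 hour (6 and 18), 197 and 176 at 5 hours (88 and 53) and 661 and 723 at 7 hours (391 and 246), and Cluster 11 held 500 at 3 hours (142).

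With the block within each time point, 21, 2258 and 137 genes differed between Both and Flu at any fold at 0.25, 3 and 5 hours (13, 1440 and 64), the interaction held 8, 13 and 1826 genes at 3, 5 and 7 hours (4, 8 and 1208), and Cluster 10 held 1 gene each at 0.25 and 0.67 hours. With fragment length, Cluster 10 held 2 genes each at 0.67 and 1 hour. At 3 hours, Both against Flu then gave 113 DEGs, 9 higher and 104 lower (272, 15 and 257), and 381 genes at any fold, and Clusters 10 and 11 held 311 and 75 genes, or 49.4 and 12.8% of those repressed and induced by Both (58.9 and 21.8). The Top DEG share was 83.2%.

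With the replicate axis, 445 DEGs were lower under Both at 3 hours (798) and Cluster 10 held 1 gene at 0.67 hours. Both against Flu gave 22 DEGs at 3 hours, 7 higher and 15 lower, and 49 genes at any fold, and Clusters 10 and 11 held 98 and 39 genes, or 22 and 7.09%. At 5 hours 132 genes differed at any fold (64). At 7 hours there were 147 DEGs (342), 31 higher and 116 lower (60 and 282), and 801 genes at any fold (2293), the interaction held 99 genes (1208) and Clusters 10 and 11 held 191 and 146 genes. The Top DEG share was 86.7%. Named genes that lost their call for Both against Flu were SOD4, GRE2, FTR1, FET31, FET34, SMF12, ERG20, ERG9 and ERG6 at 3 hours and CRD2, FRE9, GRE2, ERG6 and HEM14 at 7 hours, while HGT17 at 3 hours and AOX2 at 5 hours gained one.

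With single libraries left out, the ranges at 0.25 hours were 17 to 27 for DEGs under Both (17 without Both replicate 3), 1 to 2 for Cluster 10 (1 without Untreated replicate 1 or 3, Cu replicate 2 or 3, Flu replicate 2, or Both replicate 1 or 3) and 2 to 8 for Cluster 11 (2 without Both replicate 3). At 0.67 hours they were 0 to 3 for Cluster 10 (3 without Untreated replicate 1 or Both replicate 2, 1 without Both replicate 1 or Untreated replicate 3) and 7 to 31 for Cluster 11 (31, 28 and 7 without Both replicate 2, Untreated replicate 1 and Both replicate 1). At 1 hour they were 5 to 11 for DEGs lower under Flu (5 without Untreated replicate 3), 7 to 10 for DEGs of Both against Flu (7 without Flu replicate 2), 1 to 6 for Cluster 10 (1, 2, 3 and 3 without Both replicate 3, Untreated replicate 2, Untreated replicate 1 and Both replicate 2) and 9 to 24 for Cluster 11 (9 and 11 without Untreated replicate 1 and Both replicate 3).

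At 3 hours, DEGs of Both against Flu ranged from 71 to 332 with single libraries left out, with 71, 138 and 165 without Both replicate 2, Flu replicate 3 and Both replicate 3. Those higher ranged from 8 to 17 (9, 9 and 8 without these) and those lower from 62 to 315 (62, 129 and 157). Genes at any fold ranged from 137 to 1533 (137, 371 and 585, and 726 without Flu replicate 1). Interaction genes ranged from 2 to 4 (2 without Untreated replicate 2 or 3 or replicate 2 of Cu, Flu or Both), and the share of induced genes in Cluster 11 from 20.4 to 26.2% (26.2 without Both replicate 1). At 5 hours, genes at any fold for Both against Flu ranged from 47 to 97 (97 without Both replicate 1), interaction genes from 5 to 12 (5 without Flu replicate 1 or Both replicate 3), Cluster 10 from 58 to 135 (58 and 135 without Both replicates 3 and 2) and Cluster 11 from 47 to 86 (86 without Both replicate 1).

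At 7 hours, DEGs of Both against Flu ranged from 221 to 495 with single libraries left out (221 without Both replicate 3), those higher from 34 to 106 (34, 106 and 94 without Both replicates 3 and 2 and Flu replicate 3), those lower from 187 to 389 (187 without Both replicate 3) and genes at any fold from 1307 to 2431 (1307 without Both replicate 3). Interaction genes ranged from 289 to 1608 (289, 549, 656, 675, 682 and 791 without Both replicate 3, Flu replicate 2, Flu replicate 1, Both replicate 1, Untreated replicate 1 and Cu replicate 1). The Top DEG share ranged from 77.9 to 81.2% (77.9 without Both 3 hours replicate 1). Depth limits the low end: CUP1 and ZRT1 could not be tested, and at 7 hours of Flu SOD5 had no counts.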

Differences from the paper's values

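At 3 hours, the share of genes induced by Both that were in Cluster 11 was 21.8% here, and the value in the paper's text is 60%. The share of genes repressed by Both that were in Cluster 10 was 58.9% here, and the value in the paper's text is 21%. The paper's own counts give the shares in the other order, 21% induced (138 of 657) and 61.7% repressed (489 of 793), as do its plotted shares of about 21% in Fig. 3, read by eye, and about 62% in Fig. 3, read by eye. The values here are within 1.5 times those. Under the alternatives set before the data were examined, with single libraries left out included, neither share was within 1.5 times the value in the text. With the replicate axis as a covariate, chosen after seeing the values, the repressed share was 22%, which is near the text's value and not near that of the paper's counts, and Cluster 10 held 98 genes in place of 470. The counts themselves, 142 and 470 genes, were within 1.5 times the paper's.

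The largest share of DEGs in 1 Type B cluster was 62.5%, and the value in the paper's text is 30%. The largest share in 1 Type C cluster was 28.6%, and the value in the paper's text is 65%. The paper's plot has them in the other order, with a Type B share of about 65% in Fig. 2, read by eye, and a Type C share of about 30% in Fig. 2, read by eye, and the values here are within 1.5 times those. No alternative set before the data were examined had either share within 1.5 times the value in the text.

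Top DEG cluster occurrences numbered 1177, and the paper's value is 1798. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's without the low-count filter (1271) and without Both replicate 1 (1239) or Untreated replicate 2 (1221) at 3 hours, Untreated replicate 1 at 5 hours (1203) or Both replicate 2 at 7 hours (1216), and it was not under the others. Counted per treatment, a way of counting chosen after seeing the values, there were 1865.

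The paper states that C2_02180W was not changed by any treatment, and here it was a DEG at 7 hours under fluconazole (−1.93, edgeR adjusted p = 2.2e-11) and under Both (−1.99, edgeR adjusted p = 1.2e-11). The paper states that fluconazole changed all SOD genes other than SOD1 and SOD6. Here SOD3, SOD4 and SOD5 were DEGs under fluconazole, and SOD2 had an edgeR adjusted p of 9.2e-09 at 7 hours with a log2 fold change of −0.77, under the threshold. The paper states that CUP1 did not appear in the data, and here it had counts in 59 libraries. The paper states that FTR1 was induced by Both at nearly all time points apart from 3 hours. Here it was −0.13 at 0.25 hours and was a DEG at 5 and 7 hours, with values of 0.56 and 0.53 at 0.67 and 1 hour. The paper states that fluconazole repressed SOD5 at 5 and 7 hours. Here the value at 7 hours was not called (edgeR adjusted p = 0.206), with no counts in the fluconazole libraries, and the one at 5 hours was. The paper states that PRA1 was induced by fluconazole and Both at several time points, and here it was a DEG at 3 hours under each. The paper gives 7 clusters at 0.67 hours, and here 6 were present.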

Other observations

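Apart from the tests of the thresholds at 3 and 7 hours, of the growth course at 3 hours and of library depth at 3 hours, the tests in this part were chosen only after the results were seen. For the thresholds, the rule set at the start asked for a share over 50%, a rule that it hold without each single library was added after and was not met, and the held-out replicates were added after that. The choice followed a look at introns, strand, neighbours, length and abundance of the genes along the replicate axis.

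Splits of the 6 libraries of a comparison into 3 and 3 decide nothing alone, since only 10 are possible. At the 6 time points, 1 split, the true one, gave as many DEGs, with the exception of 2 for Cu at 1 hour, Flu at 0.25 hours, Both at 0.67 hours and Both against Flu at 0.67 hours. The other splits there gave 77 DEGs (Cu replicate 1 and Untreated replicates 1 and 2 against the rest), 8 (Flu replicate 1 and Untreated replicates 1 and 2), 74 (Both replicates 1 and 3 and Untreated replicate 1) and 30 (Both replicates 1 and 3 and Flu replicate 3). The true groups gave 6, 6, 44 and 7 in the same fits. Over all 6 time points, 3 of 40 random splits, the true one included, gave as many DEGs as the Cu groups, so chance is not excluded for that total. In these fits on the 6 libraries alone, the true Cu groups gave 11, 7, 6, 12, 10 and 32 DEGs, 78 in all. A draw other than the true one can reach that total only with the split that gave 77 DEGs at 1 hour. In a test added after that total was seen, 13 genes were called for Cu at 2 or more time points, and 6 at most in the other draws. Of 40 draws, 1, the true groups, gave as many. This argues against chance for the number of such genes, though not for each gene. For the totals of Flu, Both, and Both against Flu, 1 of 40 each, the true groups, gave as many. That argues against chance for these totals, though 40 draws can give no smaller share. A draw could hold the true split at some time points. For the genes of Clusters 10 and 11 together, 1, 5 and 1 of 10 splits of the Flu and Both libraries gave as many at 3, 5 and 7 hours, too few splits to decide.

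Genes of Clusters 10 and 11 may be genes of 1 shared fluconazole response that the thresholds split. That would leave few of them different between Both and Flu. At 3 hours 336 of 612 (54.9%) differed at an adjusted p under 0.05 and at 7 hours 445 of 637 (69.9%), against 0 in each of 5 sets of counts simulated with no effect of Cu, though the genes were chosen on their value under Both. The simulated counts may lack the replicate axis and the pairing of Flu with Both, so 0 may understate chance calls. The shares in the libraries move with single libraries and settings. At 3 hours the share was 10.9% without Both replicate 2, 22.6% without Flu replicate 3, 28% without Both replicate 3, 33.4% without Flu replicate 1 and 48.3% without Flu replicate 2, and 5.84% with the replicate axis and 29.3% with fragment length as a covariate, but 70.2% with the block within each time point and 69.7% with the libraries of the time point only. At 7 hours it was 49% without Both replicate 3, 54.5 to 75.2% without another library, 45.1% with the replicate axis, 76% with the block within each time point and 77.5% with the libraries of the time point only. To remove the effect of that choice of genes, the clusters were called without 1 replicate of Flu and Both, and the log2 difference of Both and Flu was taken in that replicate, signed so that the direction of the cluster is positive. A split by the thresholds predicts a median of 0. The medians over the 3 replicates were 0.448 to 0.667 at 3 hours and 0.476 to 0.767 at 7 hours, with at least 91.4% of genes in the direction of their cluster, which argues against the split as the whole cause at both. This does not separate an effect of Cu from the replicate axis. In those simulations Clusters 10 and 11 still held 81 to 116 and 55 to 68 genes at 3 hours and 52 to 73 and 55 to 79 at 7 hours. At 0.25, 0.67 and 1 hour Cluster 10 held 4 to 7, 5 to 16 and 7 to 18 genes, against 2, 0 and 6 in the libraries. Cluster 11 held 8 to 15, 10 to 22 and 29 to 40, against 6, 13 and 18. The clusters of the first hour thus did not exceed the simulations. At 5 hours 8 of 141 genes (5.67%) differed, and the simulations gave 59 to 72 and 57 to 69 genes against 88 and 53 in the libraries. The split is thus a candidate explanation for most of the 5-hour clusters. The simulated counts may be too high for this, since most exceeded the libraries in the first hour. The held-out medians at 5 hours were 0.0444 to 0.25, above 0 in all 3 replicates. In replicate 2, 54.7% of genes lay in the direction of their cluster, and Cluster 11 alone was at −0.017. With 3 replicates and values this near 0, the test does not decide whether the split is the whole cause. Cluster 10 shared 146 genes between 3 and 7 hours, where 32 would be shared by chance.

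The fluconazole response at 3 hours could be a delay along the growth course of untreated cultures. Such a delay needs a negative correlation with the change of untreated cultures from 1 to 5 hours, and across genes r was 0.367 (0.3 to 0.407 over the 3 replicates), which argues against it. Genes are not independent replicates. Library depth could raise the number of DEGs of Both over Flu at 3 hours. Both had the lower total counts, from 5015103 to 6611018, against 7086174 to 7641477 for Flu. The TMM factors overlapped, at 0.956 to 1.54 for Both and 0.952 to 1.43 for Flu. Totals after that scaling were not compared.

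The DEGs of Both against Flu may follow the replicate axis, a direction along which replicates of 1 group also differ and which held 27 to 32.5% of the variance among replicates. Across genes, its correlation with the fold changes of Both against Flu was −0.755 at 3 hours, −0.314 at 5 hours and −0.663 at 7 hours. With the axis as a covariate, 22 DEGs were called at 3 hours, 19 of them among the 272 called without it, so the axis is a candidate explanation for most DEGs at that time point. At 7 hours 147 were called, 114 of them among the 342, so it is not the whole cause there. At 3 hours the scores of Both (−24.8 to −8.79) did not overlap those of Flu (7.33 to 15.2) or of untreated cultures (11.4 to 25.5), so an effect of Cu along this direction stays open, and so does a technical difference between the libraries.

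Mean fragment length varied from 223.4 to 250.5 nt, and its deviation from the group mean went with that of the axis score over 75 libraries (r = 0.583, permutation p = 7.0e-05, rho = 0.581, permutation p = 5.0e-05, 100000 resamples, two-sided), with r = 0.59 without the 2 libraries farthest from the median. With fragment length as a covariate, Both against Flu gave 113 DEGs at 3 hours and 345 at 7 hours, which argues against fragment length as the whole cause at either time point. DEGs of Both against Flu had short coding sequences, with medians of 759 nt at 3 hours and 646.5 nt at 7 hours against 1275 nt for all genes tested. Loss of short transcripts could give this. For the 152 genes with a coding length under 300 nt, the median log2 fold change of Both against Flu was −0.718 at 7 hours, against 0.0329 for the other genes, so short coding length is a candidate explanation for part of the DEGs there. Of the 342 DEGs 50 were that short, and over all genes the rank correlation of coding length with the fold change was 0.0715. The 72 cytosolic ribosomal protein genes, with a median coding length of 444 nt, had a median of 0.09 at 7 hours and were not lower. At 3 hours the median of the 152 genes under 300 nt was −0.0457, against 0.0433 for the other genes. Of the 272 DEGs there 26 were that short and 246 were not, and the rank correlation was −0.0231. The short genes as a set were thus hardly lower, but the DEGs had shorter coding sequences, which leaves short coding length open at 3 hours. Both ends of the axis held more short genes (9.38 and 7.67%) than all genes tested (2.65%).

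Of the 7 Cu genes of Fig. 7 called for Both against Flu at 3 hours, 6 were called with the axis as a covariate (CRP1, CTR1, MAC1, SOD1, SOD3 and SOD5, without SOD4). Of the 7 called at 7 hours, 6 were called (CRP1, CTR1, MAC1, SOD1, SOD3 and SOD4, without CRD2). The axis does not account for the genes still called. Under Cu alone, CRP1, CTR1, SOD1 and SOD3 at 3 hours and CTR1, MAC1, SOD1 and SOD3 at 7 hours were DEGs in the same direction, in line with a response to Cu. MAC1 and SOD5 at 3 hours and CRP1 and SOD4 at 7 hours were not DEGs under Cu alone. For the 17 mitochondrial ribosomal protein genes, the median log2 fold change of Both against Flu at 7 hours was −0.89 without and −0.70 with the axis as a covariate, so the axis is not the whole cause. Under Cu alone it was −0.38, with 16 of 17 genes lower, and whether the drop needs fluconazole was not tested for the set.

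The log2 fold changes of Both against Flu and of Cu had r = 0.179, 0.387, 0.269, 0.528, 0.477 and 0.0916 across genes from 0.25 to 7 hours. The rank correlations were −0.147, 0.319, 0.249, 0.642, 0.172 and −0.12, so the sign at 0.25 and 7 hours depends on the measure. The files list 2 identifiers that are numbers, 43556 and 43715. Read as dates of a spreadsheet program they give APR1 and SEP7, gene symbols that the reference holds and the files lack, and the coding lengths are equal (1260 and 2013 nt). Both of the 2 fit, so a conversion of symbols to dates is a candidate explanation.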
